# Genome wide expression profiling of two accession of *G. herbaceum *L. in response to drought

**DOI:** 10.1186/1471-2164-13-94

**Published:** 2012-03-16

**Authors:** Alok Ranjan, Deepti Nigam, Mehar H Asif, Ruchi Singh, Sanjay Ranjan, Shrikant Mantri, Neha Pandey, Ila Trivedi, Krishan Mohan Rai, Satya N Jena, Bhupendra Koul, Rakesh Tuli, Uday V Pathre, Samir V Sawant

## Abstract

**Background:**

Genome-wide gene expression profiling and detailed physiological investigation were used for understanding the molecular mechanism and physiological response of *Gossypium herbaceum*, which governs the adaptability of plants in drought conditions. Recently, microarray-based gene expression analysis is commonly used to decipher genes and genetic networks controlling the traits of interest. However, the results of such an analysis are often plagued due to a limited number of genes (probe sets) on microarrays. On the other hand, pyrosequencing of a transcriptome has the potential to detect rare as well as a large number of transcripts in the samples quantitatively. We used Affymetrix microarray as well as Roche's GS-FLX transcriptome sequencing for a comparative analysis of cotton transcriptome in leaf tissues under drought conditions.

**Results:**

Fourteen accessions of *Gossypium herbaceum *were subjected to mannitol stress for preliminary screening; two accessions, namely Vagad and RAHS-14, were selected as being the most tolerant and most sensitive to osmotic stress, respectively. Affymetrix cotton arrays containing 24,045 probe sets and Roche's GS-FLX transcriptome sequencing of leaf tissue were used to analyze the gene expression profiling of Vagad and RAHS-14 under drought conditions. The analysis of physiological measurements and gene expression profiling showed that Vagad has the inherent ability to sense drought at a much earlier stage and to respond to it in a much more efficient manner than does RAHS-14. Gene Ontology (GO) studies showed that the phenyl propanoid pathway, pigment biosynthesis, polyketide biosynthesis, and other secondary metabolite pathways were enriched in Vagad under control and drought conditions as compared with RAHS-14. Similarly, GO analysis of transcriptome sequencing showed that the GO terms *responses to various abiotic stresses *were significantly higher in Vagad. Among the classes of transcription factors (TFs) uniquely expressed in both accessions, RAHS-14 showed the expression of ERF and WRKY families. The unique expression of ERFs in response to drought conditions reveals that RAHS-14 responds to drought by inducing senescence. This was further supported by transcriptome analysis which revealed that RAHS-14 responds to drought by inducing many transcripts related to senescence and cell death.

**Conclusion:**

The comparative genome-wide gene expression profiling study of two accessions of *G.herbaceum *under drought stress deciphers the differential patterns of gene expression, including TFs and physiologically relevant processes. Our results indicate that drought tolerance observed in Vagad is not because of a single molecular reason but is rather due to several unique mechanisms which Vagad has developed as an adaptation strategy.

## Background

Drought is a major abiotic stress that affects plant growth and reduces plant yield. Many plants have evolved specific adaptive mechanisms in response to the drought stress exhibiting either drought escape or drought-tolerant mechanisms. Drought tolerance is a polygenic trait that involves a cascade of responses ranging from physiological changes to transcriptional regulation. The adaptive mechanisms in response to drought in plants are reduced water loss, reduced radiation absorption, reduced evaporation surfaces, and low tissue water potential. Other adaptive mechanisms include maintaining cell turgor pressure and reduced water loss by the accumulation of compatible solute molecules such as betaine, proline, sorbitol, and so on [1]. The known molecular adaptive mechanisms in response to drought in plants involve the activation of transcriptional regulators such as DREB/CBF, MYB, and MYC [2,3]. The development of microarray-based expression profiling methods have triggered significant progress in the characterization of the plant response to various abiotic stresses. Some recent efforts include identification of the gene networks involved in response to high-temperature stress in developing barley caryopses [4]. Further, the cross-hybridization studies using Rice Gene chip lead to the identification of drought-inducible genes in banana [5]. The dynamics of gene networks that are functional at the reproductive stage in response to drought stress have recently been studied in contrasting barley genotypes [6]. Another technology for transcriptome sequencing that uses Roche's GS-FLX pyrosequencer leads to the identification of several unique genes in rice seedlings exposed to drought stress [7]. Further, pyrosequencing helps in the identification of small RNA [7], microsatellite markers [8], and important agronomic traits [9-11] involved in the adaptation of plants to various abiotic stress conditions. Taken together, microarray and pyrosequencing have enormously contributed to the advancement of knowledge related to various genetic networks involved in adaptation.

Cotton (*Gossypium sp*.) is a leading textile fiber as well as the second most important oil seed crop in the world [12], and its productivity is vulnerable to drought. Molecular studies on cotton in response to drought are scanty. In drought-prone areas in Asia, diploid species *Gossypium herbaceum *(A1-genome) and *Gossypium arboreum *(A2-genome) are cultivated preferentially due to their inherent ability to withstand drought [13]. In the NCBI database, till date, only 662 partial nucleotide sequences and 268 ESTs have been deposited for *G. herbaceum*, which is considerably low considering the genome size of G. *herbaceum*, which is 1.7 Gbp [14]. The present study was undertaken to explore the *G. herbaceum *species with the aim of understanding the different genomic and physiological responses that might be involved in the inherent ability of this species to adapt to drought stress.

## Methods

### Screening of *G. herbaceum *accessions for drought tolerance and sensitivity

Fourteen accessions (Vagad, Gujcot21, RAHS-14, RAHS-IPS 187, H-17, AH-7GP, AH-127, RAHS 127, AH41, DB3-12, RAHS131, Jayelehar, GH18-2LC, and RAHS 132) of *G. herbaceum *that had been collected from different geographical locations in India were analyzed for drought tolerance and sensitivity based on mannitol-imposed drought stress in the DT1 experiment. Fifty seeds were maintained for germination, each at 2%, 4%, 6%, and 8% of mannitol in MS media of fourteen accessions. Accessions that grew and survived in 8% mannitol were considered drought tolerant, and other accessions that grew in only 4% mannitol were considered drought sensitive. In the DT2 experiment, two-week-old seedlings were exposed to drought by withholding water for seven days (soil moisture below 30%), whereas the control pots were irrigated daily. In the DT3 experiment, drought stress was given to the plants by withholding watering till soil moisture reaches below 30% in pots and drooping effects on plant leaves became prominent.

### Field experiment

Vagad and RAHS-14 seedlings were grown during the summer of 2010 under field conditions at the Mahatma Gandhi Mission, Aurangabad, at Padegaon, India (19° 15' N; 75° 23' E, 513 m above sea level), in the rainout experimental station. Ten replicates of both the accessions were grown in three plots each with a surface area of 36 m^2^, filled with 1 m deep black cotton soil. A mobile greenhouse-grade polyethylene roof covered the plants during rainfall, and water was supplied through a trickle irrigation system in each plot. Plants were grown using otherwise normal agricultural practices, that is, plant spacing, fertilizers, and so on. Control plots were irrigated to field capacity twice weekly. Drought treatment was imposed by withholding irrigation. The measurements of different parameters were made after ten days (moderate stress) and after thirty days (severe stress) while withholding water. All gas exchange measurements were made between 8 h and 12 h, as gas exchange and environmental parameters did not show significant diurnal variation during this period.

### Measurement of physiological parameters

Leaf gas exchange net photosynthetic rate (A), stomatal conductance (g_s_), and transpiration rate (E) were measured with an LI-6400 portable photosynthesis system (Li-Cor, Lincoln, NE) with red and blue LED light sources. All measurements were made on the third and fourth leaves from the terminal bud of a twig. Measurements were made between 8 h and 10 h on five leaves per treatment per accession on different plants. Measurements were conducted at c. 400 μmol CO_2 _mol^_1 ^air, constant leaf temperature (T leaf = 33 ± 2°C), and constant vapor pressure deficit (VPD = 2.5 kPa ± 0.2) after the attainment of steady-state photosynthetic rates. The ratio of (A) to (E) was taken as the intrinsic photosynthetic water use efficiency (WUE). Dark respiration (R) was measured under similar microclimatic conditions after dark adaptation of the leaf for more than 30 min. Measurements of water potential and relative water content (RWC) were made at predawn on single, fully expanded leaves (third and fourth leaves from the terminal bud of a twig) immediately after excision. Leaf water potential (Ψ) was measured with a plant water status console (Soilmoisture, Santa Barbara, CA), whereas RWC of the leaf was calculated as 100 × (fresh weight - dry weight)/(turgid weight - dry weight) [15].

### Sample collection and RNA isolation

Two accessions (Vagad and RAHS-14) of *G.herbaceum *were used for this study. Drought stress was given to potted plants by withholding water to maintain the soil moisture always less than 30%. The drought treated plants were watered only once in every alternate week while the control pots were irrigated daily. A total 12 plants were grown in earthen pots, including six plants from each accession. Drought stress, was given to plants by withhold watering in six pots including three from both accession. The drought treatment was given till the visible differences became apparent. Remaining six pots including three pots from both accessions were watered normally and considered as control. Thus, three plants from each accession at given condition were considered as biological replicates. Total RNA were extracted from the leaf tissues using Spectrum plant total RNA Kit, (Sigma-Aldrich) according to the manufacturer's instructions. After DNaseI treatment (Ambion), RNA were quantified and checked for the integrity by using a Bioanalyzer 2100 (Agilent, Inc., Palo Alto, CA, USA).

### RNA labeling and hybridization

The direct labeling procedure was used with 1 μg of total RNA sample; double-stranded cDNA was synthesized with a T7 promoter-containing oligo (dT) primer using a Gene chip one-cycle cDNA synthesis kit (Affymetrix), followed by *in vitro *transcription using a Gene chip IVT labeling kit (Affymetrix). The biotinylated cRNA was fragmented for hybridization to Affymetrix cotton genome arrays and incubated at 45°C temperature for 16 h at 60 RPM in a hybridization oven. Arrays were washed and stained on an Affymetrix Fluidics Station 450. The arrays were scanned using Gene chip Scanner 3000. A summary of the image signal data for every gene interrogated on the array was generated using the Affymetrix MAS 5.0 (GCOS v1.3) statistical algorithm.

### Microarray data analysis

We used Affymetrix Cotton Gene chip and Array Assist Software 5.2.2 (Agilent Technologies, Santa Clara, CA, USA) for comparative gene expression analysis. Raw cel files were exported from GCOS^® ^software using data transfer tools for data processing and analysis in MeV and Array Assist Software 5.2.2 (Agilent Technologies, Santa Clara, CA, USA). Gene expression data analyses were completed using a filtered RMA expression value [16]. Missing values were filtered, normalized, and natural log2 transformed for biological replicates. The t-test was used to determine the statistical significance of the differentially expressed gene. Probe IDs with detection p value ≤ 0.05 in three biological replicates were considered as present. Expression of genes in watered condition was compared between Vagad and RAHS-14 at p value ≤ 0.05 and fold Change (FC) ≥ 2.0. Similarly under drought stress condition expressed genes were analyzed between Vagad and RAHS-14. We have compared microarray data of Vagad and RAHS-14 in control and drought condition. Thus, when we indicate the genes as uniquely expressed in Vagad that means they were up-regulated in Vagad as compared to RAHS-14 and thus those genes were down regulated in RAHS-14 and vice a versa. The cRNA hybridization data were submitted according to MIAME guidelines, which were accessible through GEO series accession number GSE26522 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26522. The statistical analyses were conducted by MeV and Array Assist [17].

### Annotation analyses of cotton Gene chip

Differentially up-regulated genes were analyzed using the functional categorization based on three GO categories at p-values ≥ 0.05. The agriGO tool http://bioinfo.cau.edu.cn/agriGO/ was used to perform the enrichment analysis using SEA (Singular Enrichment Analysis) coupled with available background data of cotton probes. Gene percentage analysis was calculated for each agriGO annotation in the GO category. Cotton Gene chip annotation was based on the top hits against the *Arabidopsis *genome (from TAIR release 8) using the PLEXdb tool and the *Arabidopsis *Genome Initiative databases.

### Double-strand cDNA library preparation for GS-FLX pyrosequencing

Total RNA (3 μg) from apical leaf tissue from both the accessions were reverse transcribed using a T7-Oligo (dT) Promoter Primer in the first-strand cDNA synthesis (Affymetrix). After RNase H-mediated second-strand cDNA synthesis, the double-stranded cDNA was enriched and served as a template in the subsequent *in vitro *transcription (IVT) reaction (Affymetrix). The IVT reaction was carried out in the presence of T7 RNA Polymerase (Affymetrix). The cRNA (3 μg) was reverse transcribed in the first-strand cDNA synthesis step by using a random hexamer primer, followed by RNase H-mediated second-strand cDNA synthesis in replicates. The replicate samples were pooled and purified by the QIAquick PCR purification column (Qiagen) and the purified samples were used for sequencing.

### Emulsion-based clonal amplification and pyrosequencing

Double-strand cDNA was nebulized in a fragment size between 400 and 600 bp. The fragmented cDNA were amplified in aqueous droplets that were made through the creation of a PCR reaction mixture in emulsion oil. The droplets act as separate microreactors in which parallel DNA amplifications are performed while yielding approximately 10^7 ^copies of a template per bead. One microliter of emulsion containing approximately 1.8 thousand beads was prepared. After PCR, the emulsion was broken to release the beads containing the amplified DNA template. The beads carrying the templates were enriched and deposited by centrifugation into open wells of a 70 × 70 mm^2 ^optical picotiter plate. The beads containing a mixture of ATP sulfurylase and luciferase were loaded on the plates to generate light from free pyrophosphate to create the individual sequencing reactors in wells. The light generated from free pyrophosphate was transmitted through the base of the optical picotiter plate and detected by a large-format CCD. The images were processed to yield the sequence information.

### Assembly and annotation of transcriptomes

All sequence analyses was conducted using publicly available software, such as R package http://www.R.project.org, MeV, and custom perl scripts. The quality-filtered reads were assembled at criteria of overlap size 100 bp and percent identity 96% using the CAP3 program. To remove the redundancy within both libraries, blastN was used in both libraries against itself, and the pooled sequences had ≥ 90% identity over the length of 75%. Only the largest sequence in each of these pools was considered. Using these criteria, the sequences obtained were called *exemplars*. The exemplar sequences for both libraries were tagged with the library name and pooled for annotation. For annotation, the pooled exemplars were queried against the NCBI nucleotide database (NT) using blastN at evalue of 10^-10 ^and an alignment length of more than 50% of the query sequence. All the *Gossypium *ESTs available at the NCBI database were downloaded and pooled. The pooled exemplars were also queried against all public Cotton EST databases to identify new transcripts of *Gossypium*. Roche's GS-FLX sequence reads discussed in this article can be found in the Genebank http://www.ncbi.nlm.nih.gov/genbank of the National Center for Biotechnology with accession number SRA029162.

### ESTScan model

To assign the orientation of the transcripts, all the pooled exemplar sequences were analyzed by the ESTScan Model, which is trained on *Arabidopsis *and *Oryza *models. The sequences that passed the ESTScan model were translated according to the frame decided by the ESTScan program. These protein sequences were annotated using the blastP program against the NR Uniprot and pfam databases, at evalue of 10^-10^, and an alignment length of at least 50% of the query length. Gene names were assigned to each sequence based on the best blast hit.

### GO analyses

The GO annotations for the sequences were derived using their Uniprot annotation. The Uniprot database was used, as it had extensive GO mapping. The GO annotation for level 5 was extracted for each library and used for further analysis.

### Digital expression analyses

For the digital expression analysis, the reads for both libraries were tagged and pooled to form a large dataset of 141,722 reads. These reads were assembled using the CAP3 program at an overlap of 100 bp and 80% identity. These reads were assembled into 17,752 contigs. Further, the contigs were filtered to include only those that have more than five reads. We calculated the R statistics for the filtered genes to identify significant differentially expressing genes [18]. To reduce the false discovery rate, only genes with an R value > 9 were considered. These filtered contigs were annotated using blastN against the NCBI nucleotide (NT) database, blastX against the NCBI non-redundant proteins (NR) and the Uniprot database.

### The Quantitative Gene Expression (QGE) analyses

Recently, matrix-assisted lazer desorption ionization time of flight mass spectrometry (MALDI-TOF MS) was adopted for analyzing gene expression [19]. Each PCR reaction was performed with 1 μl diluted cDNA (0.025 ng/μl), 0.5 μL 10x HotStar Taq PCR buffer, 0.2 μL MgCl2 (25 mM), 0.04 μL dNTP mix (25 mM each), 0.02 μL HotStar Taq Polymerase (50 U/μL, Qiagen), 0.1 μL competitor oligonucleotide (5 × 10^-9 ^μM), 1 μL forward and reverse primer (1 μM each) (primers list, Additional file 1), and 2.14 μL ddH2O. The PCR condition was as follows: 95°C for 15 min for hot start, followed by denaturing at 94°C for 20 sec, annealing at 56°C for 30 sec, extension at 72°C for 1 min for 45 cycles, and finally, incubation at 72°C for 3 min. Excess dNTPs were removed from PCR products with shrimp alkaline phosphatase. A mixture of 0.17 μLhME buffer (SEQUENOM), 0.3 μL shrimp alkaline phosphatase (SEQUENOM), and 1.53 μL ddH2O was added to each PCR reaction. The reaction solutions were incubated at 37°C for 20 min, followed by 85°C for 5 min to inactivate the enzyme. Base extension reaction was performed by using 0.2 μL of selected ddNTPs/dNTP mixture (SEQUENOM), 0.108 μL of selected extension primer, 0.018 μL of ThermoSequenase (32 U/μL, SEQUENOM), and 1.674 μL ddH2O. The reaction mixture was kept at 94°C for 2 min, followed by 94°C for 5 sec, 52°C for 5 sec, and 72°C for 5 sec for 40 cycles. The extended reaction product was purified with spectroCLEAN resin (SEQUENOME) to remove salts in the buffer, and 16 μL resin/water solution was added into each base extension reaction. Approximately 10 nL of purified reaction product was dispensed onto a 384-format SpectroCHIP (SEQUENOM). A modified Bruker Biflex MALDI-TOF mass spectrometer was used for data acquisitions from the SpectroCHIP. Mass spectrometric data were automatically imported into the SpectroTYPER (SEQUENOM) database for automatic analysis such as noise normalization and peak area analysis.

## Results

### Analysis of drought tolerance in *G. herbaceum *L. accessions

*G. herbaceum *accessions were studied for drought tolerance and sensitivity in three experiments: DT1, DT2, and DT3 (details in M&M). In the DT1 experiment, *G. herbaceum *accessions were subjected to mannitol stress in the screen for tolerance to osmotic stress. Among the different accessions, Vagad showed 100% germination of seeds in 6% of mannitol and 86% germination in 8% of mannitol, but RAHS-14 showed only 12% germination in 4% of mannitol and in the case of 6% and 8% of mannitol, the seeds were not germinated at all (Table 1). Accession Gujcot-21 showed 82% and 66% germination of seeds in 6% and 8% of mannitol concentrations, respectively. RAHS-IPS 187 showed only 16% germination in 4% of mannitol, and seeds were not germinated in 6% and 8% of mannitol. Germination of seeds of the remaining accessions was not affected by 4% of mannitol, but a difference was observed at 6% and 8% of mannitol concentrations. In DT2 experiments, the cotyledonary leaves of Vagad seedlings remained green and turgid after seven days of water stress (Figure 1a), whereas RAHS-14 seedlings turned pale and exhibited a drooping effect (Figure 1b). In DT3 experiments, both Vagad and RAHS-14 showed prominent effect of drought stress. However, Vagad showed much better development, less wilting and higher biomass as compared to RAHS-14 (Figure 1c, d), where as RAHS-14 showed stunted growth of plants, more leaf wilting and pale leaves in response to drought stress (Figure 1e, f). In view of the contrasting response of Vagad and RAHS-14, the two accessions were subjected to further physiological and molecular investigation.

**Table 1:** Screening of G. herbaceum accessions at different concentrations of mannitol.

		Mannitol percentage			
**Accessions**	**Control**	**2%**	**4%**	**6%**	**8%**

Vagad	100	100	100	100	86
Guj cot-21	100	100	100	82	66
RAHS-14	100	76	12	0	0
RAHS-IPS-187	100	100	16	0	0
H-17	100	100	84	62	14
AH-7GP	100	100	100	14	0
AH-127	100	100	100	22	4
AH-41	100	100	100	18	0
RAS-45	100	100	100	18	0
DB-3-12	100	100	100	64	30
RAHS-131	100	100	100	16	0
JYLEHAR	100	100	100	14	2
GH-18-2LC	100	100	100	86	22
RAHS-132	100	100	34	16	10

Fifty seeds were kept for germination at 2%, 4%, 6%, and 8% of mannitol concentration in Hoagland media for fourteen different accessions of *G. herbaceum*. The percentage of seed germination was calculated after 2 weeks of growing seedlings

**Figure 1:**
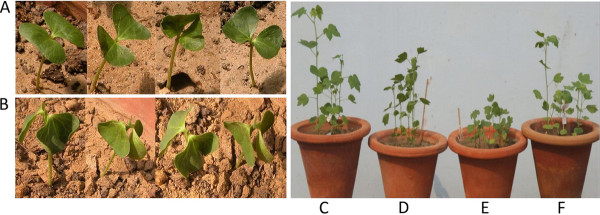
**Effect of drought on cotyledonary stage and one-month-old plants of Vagad and RAHS-14 accessions, (A) Tolerant accession; and (B) Sensitive accession in cotyledonary stage withhold watering for one week; (C) Tolerant accession continuous watering; (D) Tolerant accession; and (E) Sensitive accession of one-week alternate watering; (F) Sensitive accession continuous watering of one-month-old plants**.

### Analyses of various physiological parameters in response to drought

Measurement of gas exchange parameters under irrigated conditions (control) showed marginal differences in the A and g_s _in Vagad and RAHS-14 with RAHS-14 showing slightly higher A and g_s _(Figure 2a, b). However, after 10 days of drought, Vagad showed a sharp decrease in A (> 50%), g_s _(> 75%), and E (> 60%), whereas in RAHS-14, insignificant differences were observed. In RAHS-14, the E was 25% higher than that in Vagad in control plants and further increased after moderate drought (Figure 2c). The WUE was 20% more in Vagad as compared with the RAHS-14 irrigated condition and decreased under moderate drought in both the accessions (Figure 2d). Unlike A, the RD was lower in Vagad compared with that in RAHS-14 and slightly decreased (10%) after moderate drought, but in RAHS-14, the RD was increased almost 2 fold after 10 days of drought (Figure 2f). Vagad showed substantially higher thermal dissipation (NPQ) under irrigated and moderate drought conditions as compared with RAHS-14 (Figure 2e). Predawn water potential in both the accessions was similar, but RWC was higher in RAHS-14 leaves as compared with Vagad in irrigated and water-stressed plants (Figure 2g). Both the accessions showed contrasting results for various physiological parameters under moderate drought conditions; however, when the stress was continued further for 30 days, we observed that both accessions have a similar response to severe drought, except for RWC and predawn water potential. Under severe drought conditions, both the accessions showed a substantial increase in water potential: Vagad showed a 5-fold increase, whereas RAHS-14 showed a 10-fold increase in water potential, but RWC was decreased by only 10% (Figure 2g). Leaf dehydration curves for Vagad and RAHS-14 are shown in Figure 3a, b. The initial sharp drop of curves represents the stomatal transpiration that was closing during leaf dehydration. The steady-state decline under the irrigated condition in both the accessions exhibited a similar slope; however, as drought progressed, the slope in Vagad remained the same under moderate drought and then decreased under severe drought, whereas in RAHS-14, the slope remained constant under irrigated and drought conditions.

**Figure 2:**
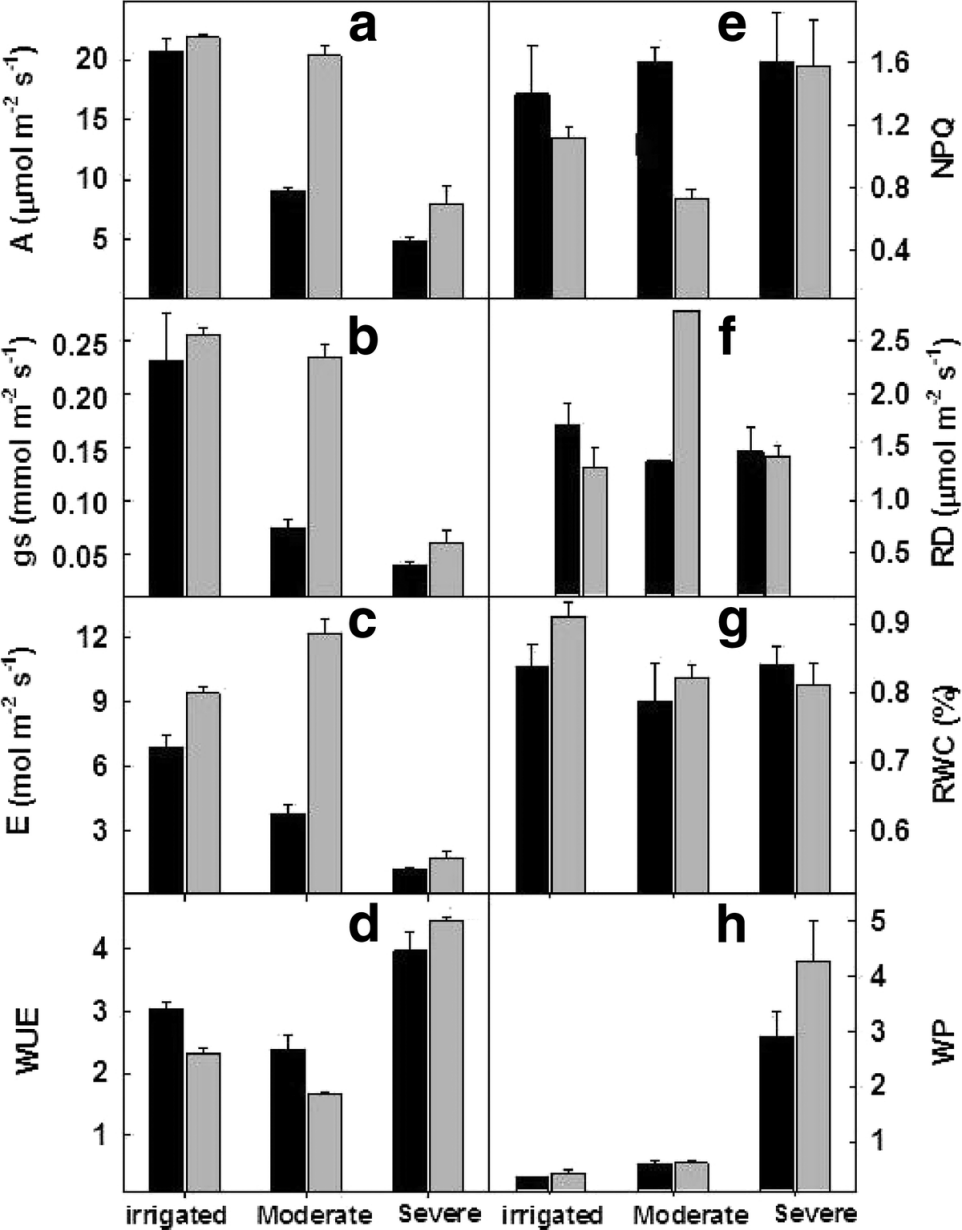
**Effect of moderate and severe drought on (A) Photosynthesis (A, μmol m^-2 ^s^-1^); (B) stomatal conductance (g_s_, mmol m^-2 ^s^-1^); (C) transpiration rate (E, mmol m^-2 ^s^-1^); (D) water use efficiency (WUE mmol CO_2 _mol H_2_O m^-2 ^s^-1^); (E) non-photochemical quenching; (F) dark respiration (RD μmol m^-2 ^s^-1^); (G) relative water content (RWC %); and (H) predawn water potential (ψ_pre _MPa) in Vagad (Black bars) and RAHS-14 (gray bars)**. Data are given as mean values ± n = 5.

**Figure 3:**
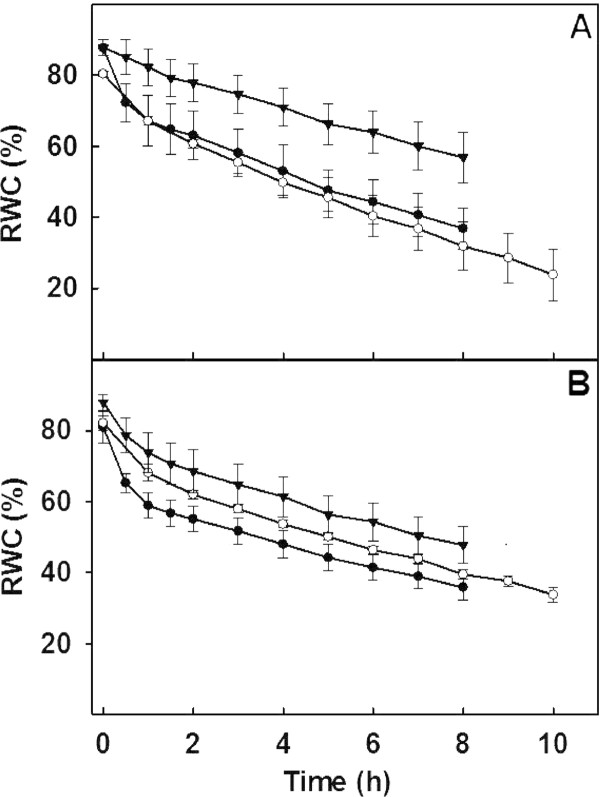
**Effect of moderate (○) and severe drought (●) on leaf dehydration curve in comparison to irrigated plants (▼) of (A) Vagad and (B) RAHS-14 accessions**.

### Transcriptional profiling during drought and irrigated conditions in Vagad and RAHS-14

We used Affymetrix microarray and cotton chip for comparative expression profiling of leaves of irrigated and water-stressed plants of Vagad and RAHS-14 at a p value ≤ 0.05 and a fold change (FC) ≥ 2.0. 

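Leaf RNA from 12 potted plants was hybridized, 1 plant per Affymetrix Cotton Genome array. Each of 4 groups held 3 plants: the tolerant accession Vagad and the sensitive accession RAHS-14, each under drought and irrigated. The values analysed here are MAS5 signals on a linear scale, 1 for each of 24132 probe sets, with every array scaled by the authors to a trimmed mean of about 500.1. The methods name MAS5 for the summary of the image signals and filtered RMA values, log2 transformed, for the analysis of expression; the values here are of the former kind. The arrays of Vagad drought plants 1 and 2 stood apart from the rest. Their median signals were 323 and 346, against 61.3 to 74.7 on the other 10 arrays. Their median Spearman correlations with those 10, taken across probe sets, which are not independent replicates, were 0.596 and 0.441, while the 10 correlated at 0.937 to 0.971 among themselves. Tag controls, probe sets without a cotton target, had median signals of 89.0 and 96.7 on these 2 arrays and of 1.36 to 7.43 on the others. Because the array medians spanned 2.50 on the log2 scale, the arrays were quantile normalized. Signals under a floor of 17.2 were raised to it before log2 was taken. All 4 group means were fitted together with limma over the 12883 probe sets that exceeded their array's median on at least 3 arrays. A probe set was called at an adjusted p under 0.05 and a fold of at least 2, and that fold also holds for counts at an unadjusted p or adjusted over a list alone. The spread is shared between the groups, with a prior SD of 0.522 over 12 arrays and 0.131 over the 10. Standard errors over 12 arrays therefore carry the spread of the Vagad drought arrays, also in comparisons without that group. Between the irrigated accessions 26 probe sets were called in the shared fit and 321 with only the 2 groups compared. Beside the results over all 12 arrays stand those over the 10, a set chosen after seeing the data, in which the lone Vagad drought array is assumed to vary like the other groups. The number of arrays limits the precision. Gene names are the Arabidopsis top hits of the study's Additional files 2 to 5. Gene lists were drawn from them by keyword, so every member had been picked by the study on these arrays for a difference between the accessions.

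**Figure D1:**
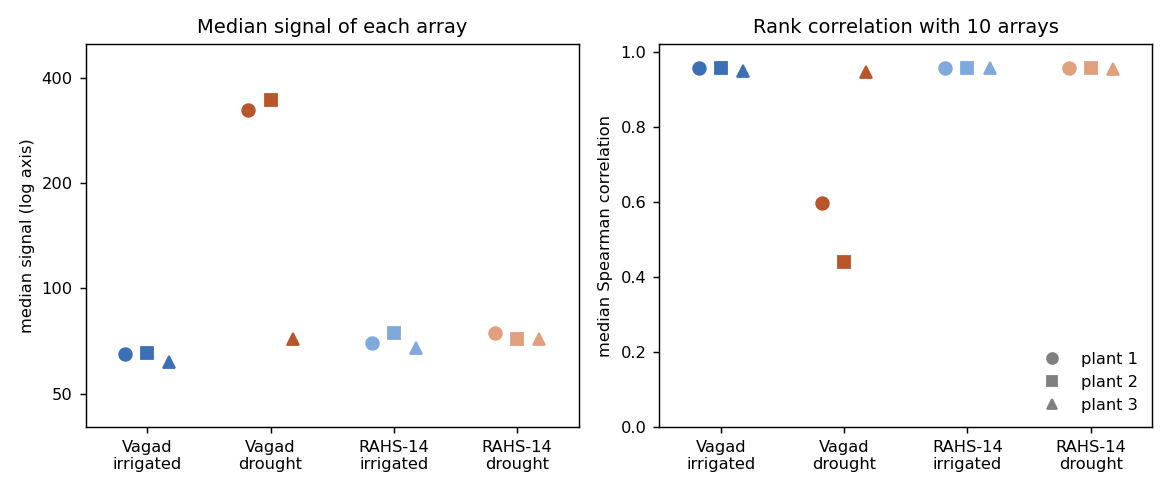
Median signal of each of the 12 arrays (log scale) and its median Spearman correlation with the other 10 arrays, by group. Vagad drought plants 1 and 2 lie at 323 and 346 and correlate at 0.596 and 0.441.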

We identified 656 and 535 genes as being differentially up-regulated in Vagad and RAHS-14, respectively, during the irrigated condition (Additional files 2 and 3). Similarly, 430 and 411 genes were differentially up-regulated in Vagad and RAHS-14, respectively, under the drought condition (Additional files 4 and 5). These differentially up-regulated genes were further annotated through the SEA (Singular Enrichment Analysis) method and identified enriched gene ontology (GO) terms. 

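Osmotin, a defence protein also made under osmotic stress, was among the probe sets higher in irrigated Vagad. Its log2 signal was 12.71 ± 0.29 in Vagad and 8.51 ± 0.07 in RAHS-14 (SD, n = 3), a difference of 4.20 (standard error 0.43, limma's adjusted p = 0.0031). A zinc ion binding protein was higher in Vagad by 5.57 on the log2 scale (standard error 0.65), a chitinase, an enzyme that degrades fungal cell walls, by 2.90 (standard error 0.43), and a DC1 domain protein by 2.34 (standard error 0.24). A ubiquitin-protein ligase was 3.10 higher, with 2 of the RAHS-14 arrays at the floor. A leucine-rich repeat kinase was lower in Vagad, with a log2 difference of -1.78 (standard error 0.27). In all, 18 probe sets were higher and 8 lower in Vagad. Leaving out 1 array moved this count by more than 1.5 times for each of the 12: it was 104, 139 and 126 without Vagad drought plants 1, 2 and 3, 8 to 9 without an irrigated Vagad plant, 12 without any RAHS-14 drought plant and 7 to 9 without an irrigated RAHS-14 plant. With the 10 arrays, 235 probe sets were higher and 237 lower, osmotin differed by 4.44 and the zinc ion binding protein by 6.34. Leaving out 1 array, limma kept osmotin and the DC1 domain protein throughout. It no longer called the zinc ion binding protein without any 1 of the irrigated Vagad plants or irrigated RAHS-14 plants 1 or 3 (5.30 to 5.61), the ubiquitin-protein ligase without any 1 of the 6 RAHS-14 plants (3.01 to 3.21), or the chitinase (2.84 to 2.93) and the kinase (-1.935 to -1.62) without any 1 of the 9 plants outside the Vagad drought group.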

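Under drought, a cyclopropane fatty acid synthase had a log2 signal of 9.26 ± 1.5 in Vagad and 12.99 ± 0.04 in RAHS-14 (SD, n = 3), a difference of -3.73 (standard error 0.59, limma's adjusted p = 0.02). RADICAL-INDUCED CELL DEATH1, a regulator of oxidative stress responses, differed by -3.05 (standard error 0.56), and a GCIP-interacting protein by -2.77 (standard error 0.45). COLD, CIRCADIAN RHYTHM, AND RNA BINDING 2 was higher in Vagad by 2.81 (standard error 0.53). These 4 genes kept their direction over the 10 arrays, at -2.99, -2.02, -4.14 and 1.58. The calls did not survive the loss of single plants: RADICAL-INDUCED CELL DEATH1 (-3.25 to -2.89) and the RNA-binding protein (2.73 to 2.84) were not called without any 1 of the 9 plants outside the Vagad drought group, and the fatty acid synthase (-3.74 to -3.70) and the GCIP-interacting protein (-2.81 to -2.695) without any 1 of these other than irrigated Vagad plant 3. In all, 121 probe sets were higher and 163 lower in Vagad. The median of all probe sets tested lay at -0.65 in this comparison and at 0.01 over the 10 arrays, so a value of -0.65 is no change relative to the rest of the array. On the 10 arrays, 430 were higher and 644 lower. With array weights, which gave the 3 Vagad drought arrays 0.014 to 0.031, limma called 0 probe sets, whereas at an unadjusted p under 0.05 without weights the count was 4020. Leaving out 1 array moved the count by more than 1.5 times for each of the 12: it was 482, 965 and 5875 without Vagad drought plants 1, 2 and 3, 10 to 12 without a RAHS-14 drought plant, 36 to 83 without an irrigated Vagad plant and 37 to 39 without an irrigated RAHS-14 plant.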

We considered only those GO terms that had been enriched at least twice over background cotton data and observed various significant differences in the metabolic pathways in both sensitive and tolerant accession.

### Singular Enrichment Analysis (SEA) for identification of enriched GO terms in Vagad and RAHS-14 during irrigated condition

Gene ontology using the SEA method revealed distinct differences in the overall metabolism of Vagad and RAHS-14 even under the irrigated condition. Vagad has many enriched biological processes compared with RAHS-14 (Figure 4). The phenyl propanoid pathways leading to coumarin and similarly, a lignin biosynthesis flavonoid pathway leading to polyketide biosynthesis such as stilbene biosynthesis were enriched during the irrigated condition in Vagad (Figure 4). 

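Chalcone synthase, the entry enzyme of the flavonoid pathway, had 6 tested probe sets with higher mean signals in irrigated Vagad than in irrigated RAHS-14. For one of them the log2 signal was 10.59 ± 0.11 in Vagad and 9.17 ± 0.10 in RAHS-14 (SD, n = 3), a difference of 1.42 (standard error 0.24) that limma did not call at an adjusted p = 0.055. For another the difference was 1.77 (standard error 0.79). In the 10-array fit both were called, at 1.55 and 1.89. Of 20 tested probe sets of flavonoid and anthocyanin synthesis, limma called 0 between the irrigated accessions, with 4 higher in Vagad at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. Across the 10 arrays, 6 were higher and 0 lower. Of 21 probe sets of phenylpropanoid and lignin synthesis, 0 were called, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone; over the 10 arrays 2 were higher. Phenylalanine ammonia-lyase, which opens the phenylpropanoid pathway, differed by -0.06 at one probe set (standard error 0.22) and by 1.06 at another (standard error 0.62). Since the study picked the members of both lists on these arrays, the counts are not independent evidence of a direction.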

Genes were further mapped to the KEGG metabolic pathway of these processes (Additional files 6 and 7). Other biological processes such as ketone biosynthesis, pigment metabolism, and reductive pentose phosphate were also enriched in Vagad during the irrigated condition. In molecular functions and cellular components, various membrane transporters, ligases, chalcone synthase, glyceraldheyde-3-phosphate dehydrogenase, oxidoreductase, and negative regulation of transcription-related activities were enriched in Vagad (Figure 4). 

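Glyceraldehyde-3-phosphate dehydrogenase, an enzyme of glycolysis and of carbon fixation, differed between irrigated Vagad and RAHS-14 by 1.43 on the log2 scale at the NADP+ form (standard error 0.63) and by -0.08 at another probe set (standard error 0.48), and neither was called by limma. A pair of further chalcone synthase probe sets differed by 0.98 (standard error 0.23) and by 1.23 (standard error 0.71), and neither passed the test over 12 arrays. Over the 10 arrays the values were 1.005 and 1.302. Of 48 tested transporters, limma called 0, with 1 lower in Vagad at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The list was drawn from the study's own tables for these arrays and is no independent evidence. With the 10 arrays, 1 transporter was lower in Vagad and 0 were higher.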

In RAHS-14, in contrast to Vagad, various biological processes such as membrane lipid metabolism involving fatty acid biosynthesis, glycolipid, sphingolipid, and glycosaminoglycan metabolism-related processes were enriched (Figure 5). 

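PHOSPHOLIPASE A 2A, a lipid acyl hydrolase, had a log2 signal of 8.16 ± 0.23 in irrigated Vagad and 6.59 ± 0.11 in irrigated RAHS-14 (SD, n = 3). The difference of 1.56 (standard error 0.40) was not called by limma, at an adjusted p = 0.41. On the 10 arrays, a set chosen after seeing the data, PHOSPHOLIPASE A 2A was called higher in Vagad, at 2.096. Of 27 tested probe sets of lipid metabolism, limma called 0. At an unadjusted p under 0.05 and when adjusted over the list alone, 2 were higher in Vagad and 0 were higher in RAHS-14. In the 10-array fit, 5 lipid metabolism probe sets were higher in Vagad and 0 were higher in RAHS-14. These probe sets had been chosen by the study on the same arrays, so neither count is independent evidence.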

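A disease resistance protein had a log2 signal of 7.91 ± 0.15 in irrigated Vagad and 5.62 ± 0.21 in irrigated RAHS-14 (SD, n = 3), a difference of 2.30 that was not called by limma over 12 arrays (adjusted p = 0.499) and was called over the 10 arrays, at 2.84. A chitin-binding pathogenesis-related protein, of the defence against fungi, differed by 2.19 (standard error 0.46) and was called over the 10 arrays, at 2.31. Of 14 tested defence probe sets, 2 were higher in irrigated Vagad and 0 were higher in RAHS-14, with 4 and 0 when adjusted over the list alone. Across the 10 arrays, 6 were higher in Vagad and 0 in RAHS-14. Among 14 auxin probe sets limma called 0, with 1 higher in Vagad at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Among 7 of starch and sucrose metabolism it called 0, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. All 3 lists hold probe sets that the study had chosen on these arrays, and so give no independent evidence.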

RAHS-14 also invests its energy in carbohydrate metabolism, various homeostasis-related processes, defense response, auxin metabolism, and root-development-related biological processes (Figure 5). 

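Beta-galactosidase, which removes galactose from cell wall polymers, differed little between irrigated Vagad and RAHS-14. The log2 difference at 3 of its probe sets was 0.01 (standard error 0.21), 0.04 (standard error 0.23) and -0.20 (standard error 0.23). Limma called 0 of the 11 tested beta-galactosidase probe sets, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Triacylglycerol lipase, which releases fatty acids from storage lipids, had a difference of 0.95 (standard error 0.23, limma's adjusted p = 0.347), and a lipase had 0.99 (standard error 0.46). Over the 10 arrays both were called higher in Vagad, at 1.11 and 1.21. An esterase, lipase and thioesterase family member had -0.67 (standard error 0.36). The study drew these probe sets from the same arrays, so their direction is no independent evidence.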

In RAHS-14, molecular function and cellular components were enriched with various activities such as hydrolases, beta-galactosidase, lipases, and esterases.

**Figure 4:**
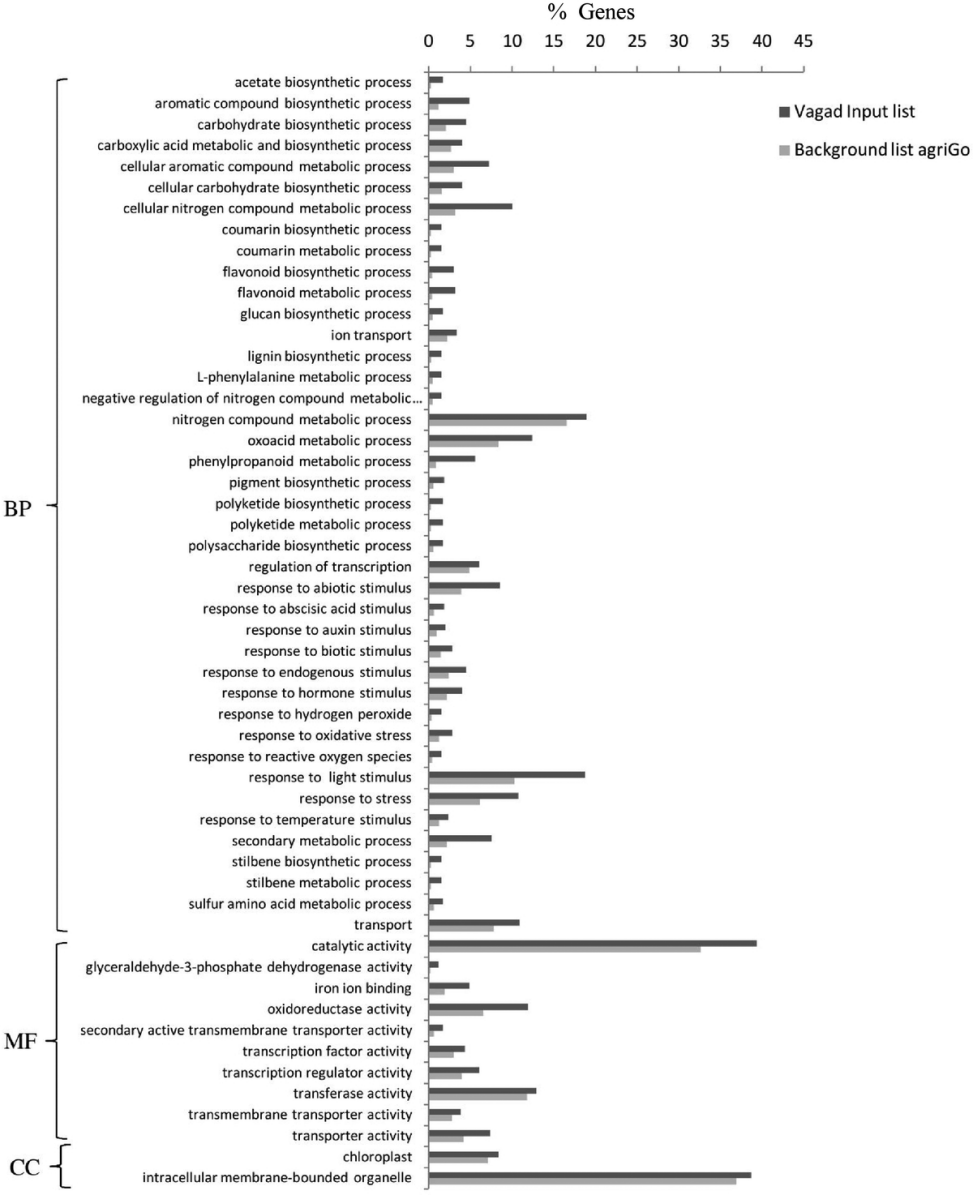
**GO annotation of differentially expressed genes during irrigated condition in Vagad**. BP-Biological process, MF-Molecular function, and CC-Cellular components.

**Figure 5:**
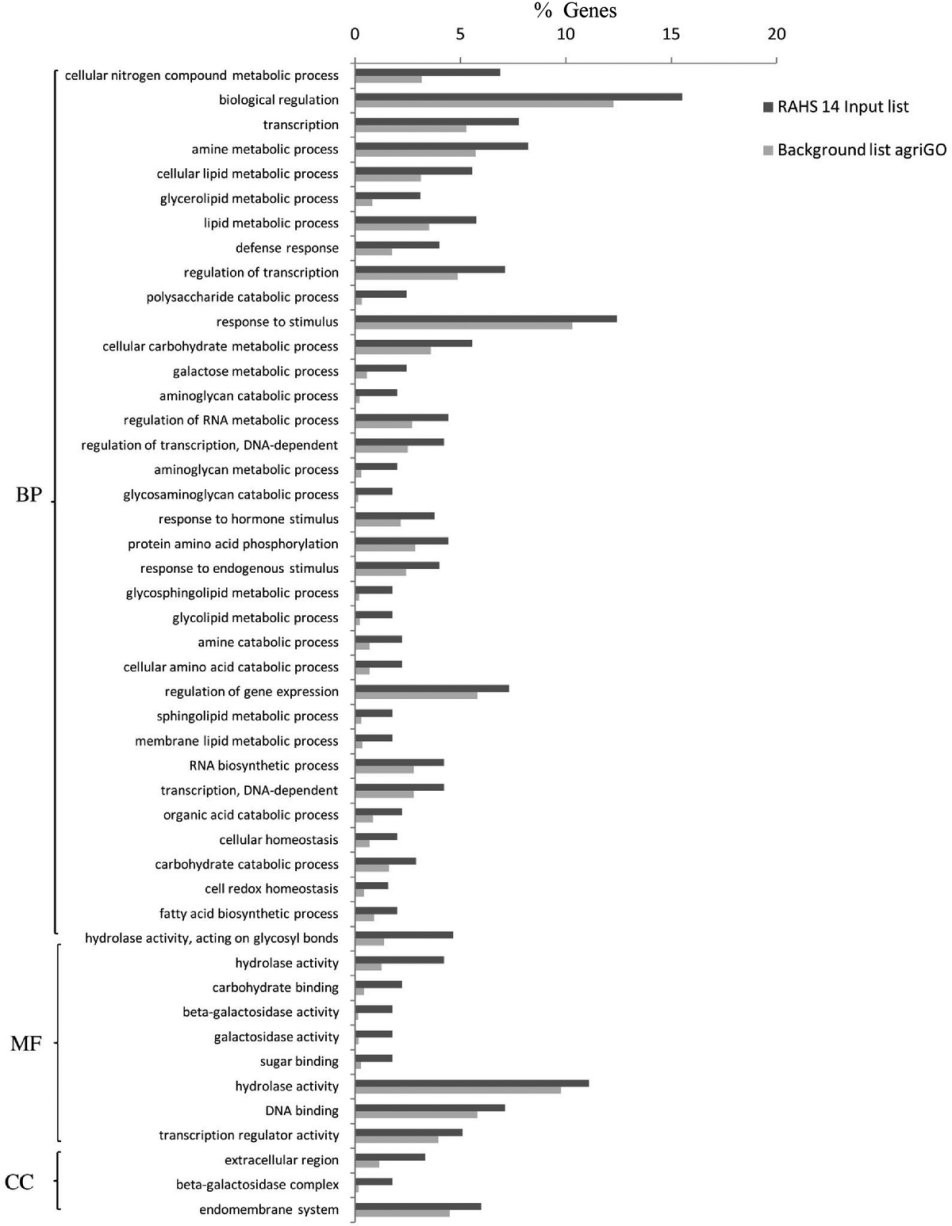
**GO annotation of differentially expressed genes during irrigated condition in RAHS-14**. BP-Biological process, MF-Molecular function, and CC-Cellular components.

### Singular Enrichment Analysis (SEA) for identification of enriched GO terms in Vagad and RAHS-14 during drought condition

Vagad showed the various biological processes that are involved in the phenyl propanoid pathway, flavonoid pathway, pigment metabolism, polyketide biosynthesis, coumarins, and lignin biosynthesis enriched during drought as observed during the irrigated condition (Figures 4 and 6). In addition, Vagad showed the negative regulation of various forms of cellular biosynthesis and metabolism during the drought condition. 

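Under drought, the 3 flavonoid and phenylpropanoid probe sets called between the accessions were lower in Vagad, in a comparison where the median of all probe sets also lay lower, at -0.65. Coumarate-CoA ligase, which activates precursors of lignin and flavonoids, had a log2 signal of 10.01 ± 1.04 in Vagad and 12.57 ± 0.17 in RAHS-14 (SD, n = 3), a difference of -2.56 (standard error 0.48, limma's adjusted p = 0.0342). With the 10 arrays it was -1.36. A cinnamoyl-CoA reductase-related probe set differed by -1.41 (standard error 0.305) and a chalcone synthase probe set by -1.005 (standard error 0.22). With 10 arrays these were -0.70 and -0.63, under the fold threshold. None of the 3 was called without any 1 of the 9 plants outside the Vagad drought group, where they lay at -2.64 to -2.48, -1.43 to -1.38 and -1.06 to -0.85, the last also without Vagad drought plants 1 or 2. Of 21 phenylpropanoid and lignin probe sets, 0 were higher and 2 lower in Vagad, with 0 and 8 when adjusted over the list alone and 1 and 8 at an unadjusted p under 0.05. Of 20 flavonoid probe sets, 0 were higher and 1 lower, with 0 and 8 when adjusted over the list alone. In the 10-array fit, 1 and 3 were lower. As both lists come from the study's tables for these arrays, the counts are not independent evidence. In RAHS-14, drought raised 7 of the 20 flavonoid probe sets and lowered 0 (10 and 0 when adjusted over the list alone), and over the 10 arrays it raised 16, whereas with the arrays aligned at their medians limma called 1 higher, at a list median of 1.47. Leucocyanidin oxygenase, which makes anthocyanidin, rose by 2.21 (standard error 0.20), a chalcone synthase probe set by 1.92 (standard error 0.24) and another coumarate-CoA ligase probe set by 1.60 (standard error 0.29). The first and second stayed called with any 1 array left out, and the ligase was not called without any 1 of the 9 plants outside the Vagad drought group (1.57 to 1.66). Of the 21 phenylpropanoid probe sets, drought raised 2 and lowered 0 in each accession (3 and 1 in Vagad and 5 and 0 in RAHS-14 when adjusted over the list alone), and over the 10 arrays it raised 3 in Vagad and 10 in RAHS-14, whereas with the arrays aligned at their medians 1 rose and 16 fell in Vagad, with a list median of -2.20. The difference of their drought response was called for 0 over 12 arrays (5 lower in Vagad at an unadjusted p under 0.05, and 3 when adjusted over the list alone) and for 5 over the 10. In Vagad, limma called 0 flavonoid probe sets between drought and irrigated plants, with 4 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 over the 10 arrays, although 17 were lower with the 12 arrays aligned at their medians, which moved the median of all probe sets to -1.83 and that of the list to -2.11. The difference of the drought response itself was called for 0 over 12 arrays (13 lower in Vagad at an unadjusted p under 0.05, and 13 when adjusted over the list alone) and for 14 of 20 over the 10 arrays, all 14 lower in Vagad.

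**Figure D2:**
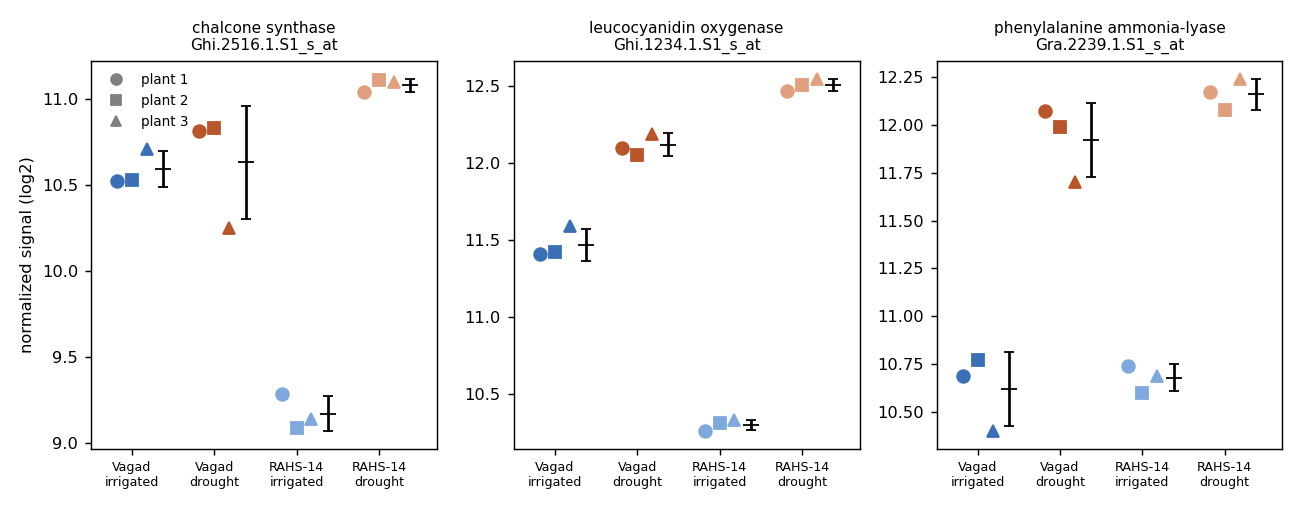
Normalized log2 signal of flavonoid and phenylpropanoid probe sets on each array, by accession and watering (points, 3 plants a group; black dash and bar, mean ± SD). Leucocyanidin oxygenase lies at 10.30 ± 0.04 in irrigated RAHS-14 and 12.51 ± 0.04 under drought, and at 11.47 ± 0.10 and 12.12 ± 0.07 in Vagad.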

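An auxin-responsive protein had a log2 signal of 8.87 ± 1.33 in Vagad under drought and 5.94 ± 0.34 in RAHS-14 under drought (SD, n = 3). It was higher in Vagad by 2.93 (standard error 0.54, limma's adjusted p = 0.0327) and by 1.76 over the 10 arrays. Pectate lyase, which loosens the cell wall by breaking down pectin, was 1.26 higher (standard error 0.22), although aligning the arrays at their medians in place of quantile normalization turned this to -0.595, which is no fall relative to the median of all probe sets there. A structural constituent of the cell wall was lower, at -1.80 (standard error 0.34). Between the accessions under drought, 1 of 14 auxin probe sets was higher in Vagad and 0 were lower, with 1 and 1 when adjusted over the list alone, and 4 were higher over the 10 arrays. Of 32 cell wall probe sets, 1 was higher and 1 lower, with 4 and 2 when adjusted over the list alone. Of 24 heat shock and chaperone probe sets limma called 0, with 6 lower in Vagad at an unadjusted p under 0.05 and 2 when adjusted over the list alone. Of 4 jasmonate probe sets limma called 0, with 2 lower at an unadjusted p under 0.05 and 2 when adjusted over the list alone. At that unadjusted p, 3076 of all 12883 probe sets were lower in Vagad, so the heat shock count is near the share of the whole array. The lists were selected by the study on these arrays and are not independent evidence. Drought itself raised a heat shock protein in RAHS-14 by 3.16 (standard error 0.61), and another in Vagad by 2.24 (standard error 0.46). TIFY10B, a repressor of jasmonate signalling, fell by 5.17 in Vagad (standard error 1.22) and fell by 1.41 over the 10 arrays. Of the 24 heat shock probe sets, drought raised 2 and lowered 1 in each accession (2 and 1 when adjusted over the list alone). Over the 10 arrays 10 rose and 2 fell in Vagad and 10 rose and 1 fell in RAHS-14, whereas over 12 arrays aligned at their medians 0 were called in RAHS-14 and 1 rose and 10 fell in Vagad, with a list median of -1.22 that is no fall relative to the median of all probe sets there. Without any 1 of the 9 plants outside the Vagad drought group, limma did not call the auxin-responsive protein (2.71 to 3.05), the cell wall constituent (-1.835 to -1.73), the heat shock proteins (3.09 to 3.19 in RAHS-14, 2.08 to 2.305 in Vagad) or TIFY10B (-5.16 to -4.26, also without Vagad drought plants 1 or 2), nor, without any 1 of these other than irrigated Vagad plant 3, pectate lyase (1.238 to 1.303).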

Further biological processes involved in response to various stimuli, auxin response, response to light intensity, heat and jasmonic acids, plant cell wall organization, lipid transport, and lipid organization were enriched in Vagad. 

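An ABA-responsive GRAM domain protein fell by 2.21 on the log2 scale in Vagad under drought (standard error 0.44, limma's adjusted p = 0.029), from 6.96 ± 0.03 to 4.75 ± 1.0 (SD, n = 3). Across the 10 arrays it fell by 1.26. The GRAM protein was not called without any 1 of the 6 RAHS-14 plants (-2.204 to -2.197). Between the accessions under drought, limma called 0 of 9 abscisic acid probe sets, with 3 lower in Vagad at an unadjusted p under 0.05, 0 when adjusted over the list alone, and 0 over the 10 arrays. Of 14 defence probe sets it called 0 in this comparison, with 2 higher and 3 lower in Vagad at an unadjusted p under 0.05 and 2 and 1 when adjusted over the list alone. At that unadjusted p, 944 of all 12883 probe sets were higher and 3076 lower in Vagad. In RAHS-14, 0 defence probe sets were called between drought and irrigated plants, with 1 higher and 1 lower at an unadjusted p under 0.05 and 1 and 1 when adjusted over the list alone. In Vagad, 1 rose and 3 fell under drought, with 1 and 7 when adjusted over the list alone. Among these, osmotin fell by 4.53 (standard error 0.43) and a chitin-binding pathogenesis-related protein fell by 3.84 (standard error 0.46), both called with any 1 array left out. The members had been picked by the study for accession differences on these arrays, so the counts between accessions are no independent evidence.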

RAHS-14 showed various biological processes leading to senescence, whereas ABA response and cell death, response to various pathogens, immune response, and response to various hormones were enriched during the drought condition (Figure 7).

**Figure 6:**
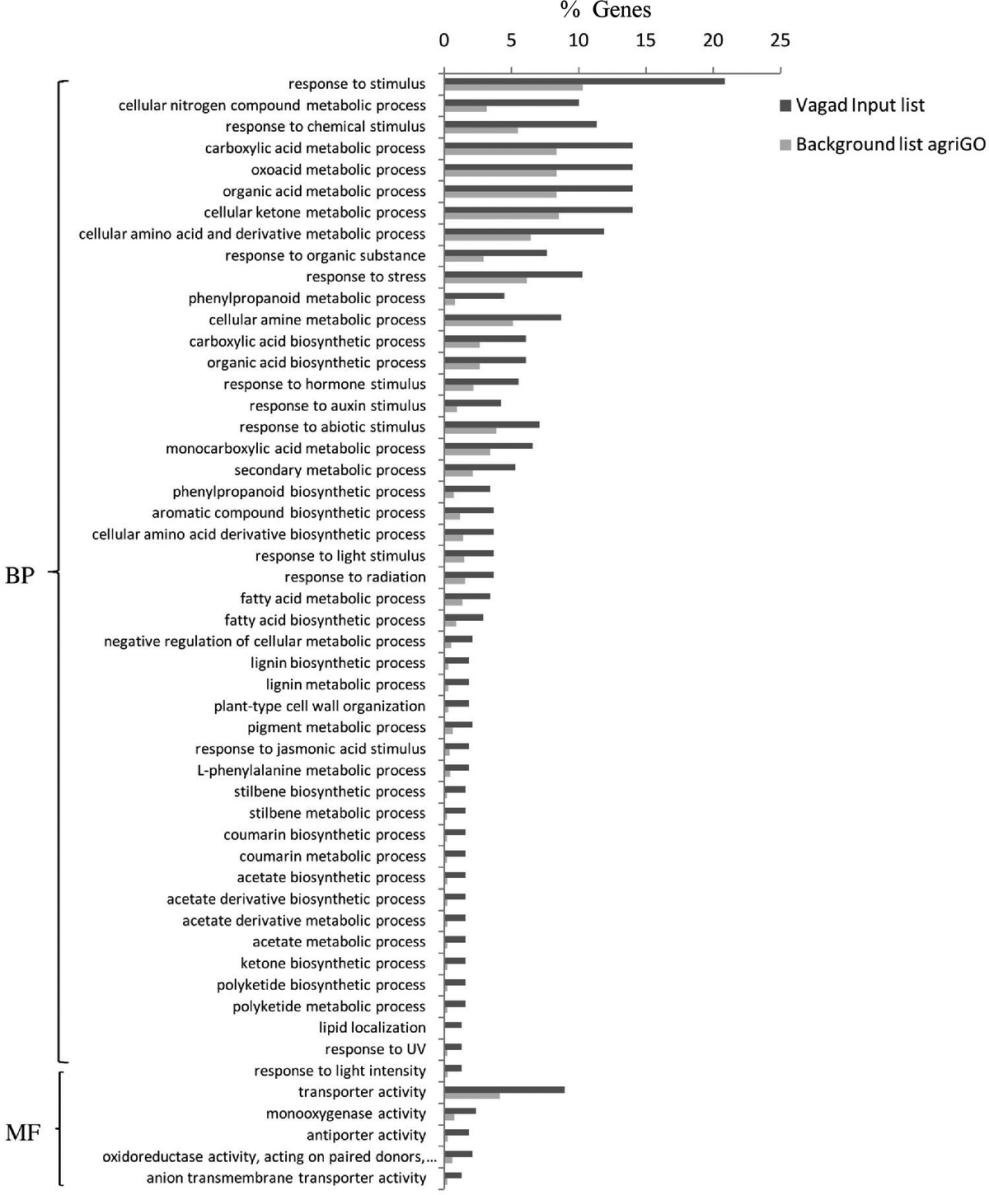
**GO annotation of differentially expressed genes during drought condition in Vagad**. BP-Biological process and MF-Molecular function.

**Figure 7:**
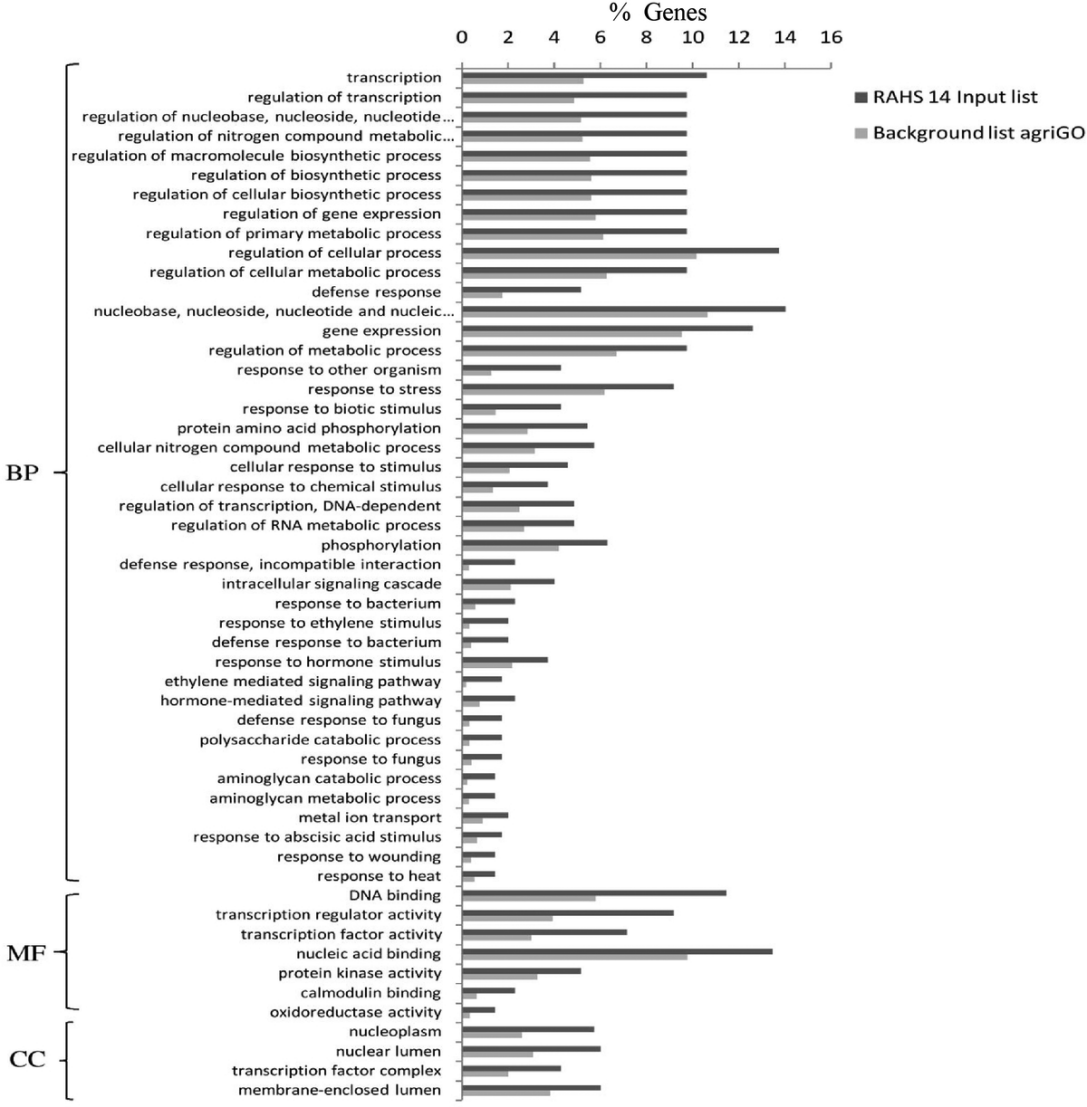
**GO annotation of differentially expressed genes during drought condition in RAHS-14**. BP-Biological process, MF-Molecular function, and CC-Cellular components.

### Abiotic-stress-related process analysis of differentially expressed genes

Gene ontology enrichment analysis http://bioinfo.cau.edu.cn/agriGO/ was performed using an FDR-adjusted p-value of ≤ 0.05 as the cutoff. The distribution of abiotic-enriched GO terms showed several noteworthy findings. In Vagad, almost all the abiotic responses were higher compared with RAHS-14 in irrigated as well as in drought conditions (Figure 8). The significantly enriched GO terms, including *response to abiotic stimulus *(GO: 0009651, FDR *p*-value = 1.40E-03), *response to stress *(GO: 0009737, FDR *p*-value = 3.40E-04), *response to stimulus *(GO:0009723, FDR *p*-value = 1.40E-04), *response to inorganic substances *(GO:0042542, FDR *p*-value = 0.00018), and *response to salt stress *(GO:0006950, FDR p-value = 4.2e-05) showed a significantly higher level in Vagad compared with RAHS-14. 

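P5CS2, the enzyme of proline synthesis, and a pair of galactosyltransferases that build raffinose sugars rose in Vagad under drought, among other genes of osmotic adjustment. P5CS2 rose by 1.83 on the log2 scale in Vagad and by 2.46 in RAHS-14. With the 12 arrays aligned at their medians its change in Vagad was -0.21, above the median of all probe sets there. One galactosyltransferase rose by 2.83 on the log2 scale (standard error 0.40, limma's adjusted p = 0.00629), from 8.10 ± 0.17 to 10.93 ± 0.93 (SD, n = 3), and the other by 2.29 (standard error 0.32). Over the 10 arrays they rose by 2.32 and 2.29. With the 12 arrays aligned at their medians the changes were 1.18 and 0.34, neither called, and without irrigated Vagad plant 1 the first was 2.72 and not called. MIOX1, an inositol oxygenase, rose by 1.82 in Vagad (standard error 0.37) and under drought was 1.76 higher in Vagad than in RAHS-14 (standard error 0.37). MIOX1 lay under the brightness limit over the 10 arrays, which leave out Vagad drought plants 1 and 2. The 20th percentile of signal was 47.3 and 56.0 on those 2 arrays, against 9.24 to 11.9 on the others. Whether background on them raised MIOX1 was not tested. The difference from RAHS-14 was not called without any 1 of the 9 plants outside the Vagad drought group (1.65 to 1.795), nor the rise without any 1 of these other than irrigated RAHS-14 plant 2 (1.73 to 1.83). ERD4, an early gene of dehydration, rose by 1.89 in Vagad (standard error 0.37; not called without any 1 of the 9 plants outside the Vagad drought group, at 1.805 to 1.98) and differed between the accessions by -0.40 when irrigated (standard error 0.37) and by 0.39 under drought (standard error 0.37), neither called. Of 12 osmolyte probe sets, drought raised 4 and lowered 0 in Vagad (4 and 1 when adjusted over the list alone) and raised 1 and lowered 0 in RAHS-14 (1 and 0 when adjusted over the list alone). With 10 arrays 4 rose in each accession, whereas with the 12 arrays aligned at their medians 1 rose and 5 fell in Vagad, with a list median of -0.98, above that of all probe sets there. Of 4 dehydration-associated probe sets, 2 rose in Vagad and 0 in RAHS-14 (2 and 3 when adjusted over the list alone, and 3 in RAHS-14 at an unadjusted p under 0.05), whereas over the 10 arrays 1 of 3 rose in Vagad and 2 of 3 in RAHS-14. Between the accessions, limma called 0 osmolyte and 0 dehydration-associated probe sets in irrigated plants, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Under drought it called 1 osmolyte probe set higher in Vagad (1 when adjusted over the list alone) and 0 dehydration-associated probe sets, with 1 higher and 1 lower both at an unadjusted p under 0.05 and when adjusted over the list alone. Both lists came from the study's tables for these arrays and are not independent evidence. The difference of the drought response between the accessions was called for 0 members of either list, with 3 osmolyte probe sets higher in Vagad at an unadjusted p under 0.05 and 1 dehydration-associated probe set lower. From the enrichment of abiotic stress terms among its lists for Vagad, the paper proposes that Vagad is inherently better prepared for, and more responsive to, drought than RAHS-14.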

The results indicate that the inherent preparedness and responsiveness of Vagad toward drought stress was much higher as compared with RAHS-14.

**Figure 8:**
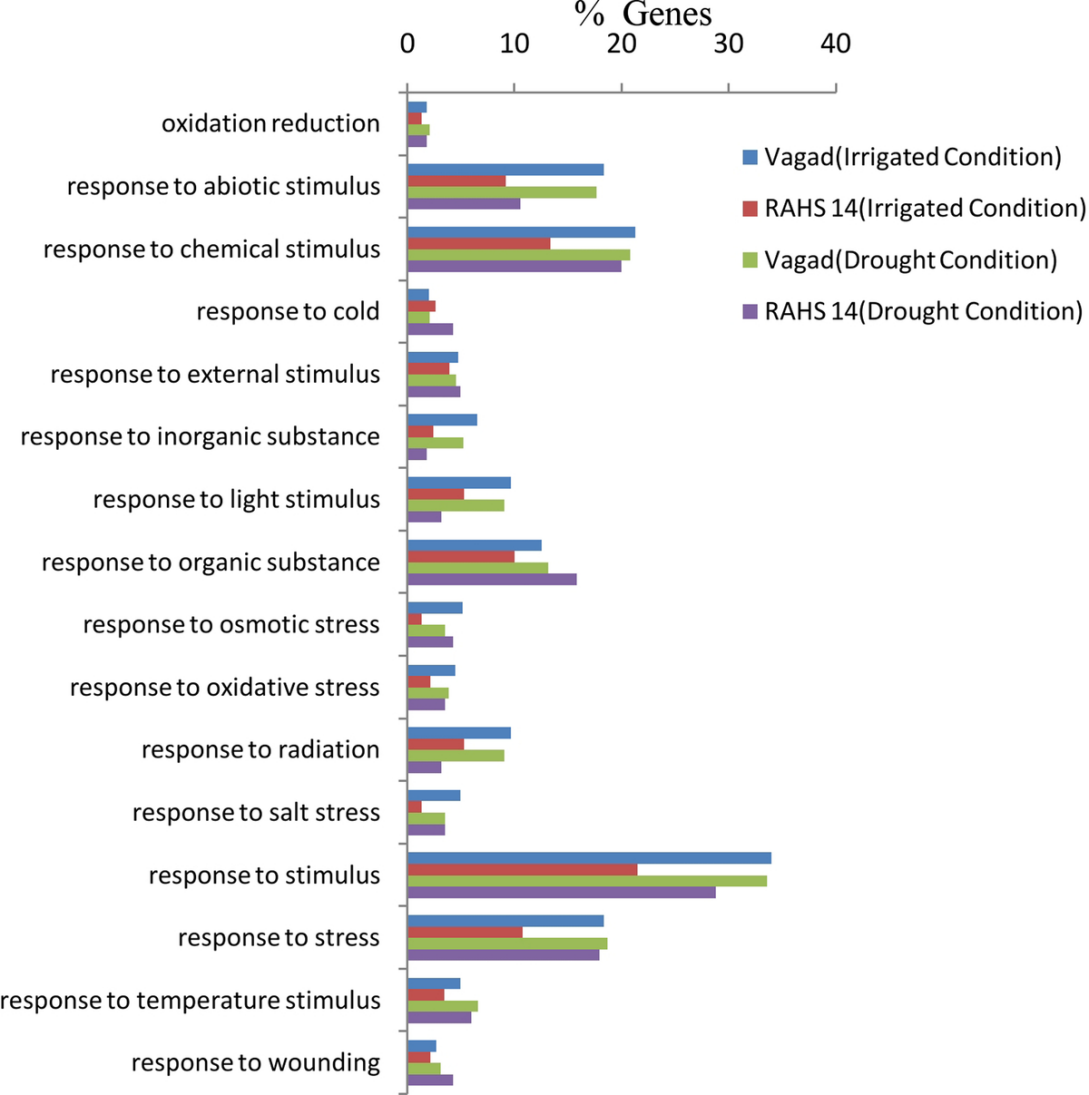
**Comparative analysis of abiotic stress responses in both the accessions under irrigated and drought condition by level 3 GO annotation of differentially expressed genes**.

### RAHS-14 responds to drought by uniquely expressing ERFs (AP2/EREBP) and WRKY

Next, we examined differentially the transcription factors (TFs) expressed in Vagad and RAHS-14 under the irrigated and drought conditions. The homologous locus IDs corresponding to the differentially expressed genes in Vagad and RAHS-14 were queried against the AGRIS database http://arabidopsis.med.ohio-state.edu/AtTFDB/. In the irrigated condition, Vagad and RAHS-14 showed a similar number uniquely expressing TFs, being 43 and 36, respectively (Figure 9); however, in the drought condition, the number uniquely expressing TFs in RAHS-14 was almost double (40) as compared with Vagad (22). 

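Transcription factors of the AP2/EREBP, WRKY, bHLH and MYB families were tested at 13, 14, 7 and 12 probe sets. Between the irrigated accessions limma called 0 in each family, with 1 AP2/EREBP member lower in Vagad at an unadjusted p under 0.05, and 0 in the other families. REDOX RESPONSIVE TRANSCRIPTION FACTOR 1, an AP2/EREBP member of the redox response, had the largest size of difference among these 4 families in irrigated plants, at -2.91 (standard error 0.51, limma's adjusted p = 0.0697), with 2 Vagad arrays at the floor. It was called lower in Vagad over the 10 arrays, at -3.03. Under drought, the count between the accessions was again 0 in each family. At an unadjusted p under 0.05, AP2/EREBP had 3, WRKY 0, bHLH 3 and MYB 3 members lower in Vagad, and adjusted over the list alone these were 0, 0, 2 and 1. Of all 12883 probe sets, 3076 were lower in Vagad at that unadjusted p, so the AP2/EREBP and MYB counts are near the share of the whole array. On the 10 arrays, 1 bHLH member and 1 MYB member were called under drought, both lower in Vagad, at -2.17 and -1.81. The members come from the study's tables for these arrays and give no independent evidence.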

The TFs representing all the four categories belong to 28 different classes of TFs, and some of them are uniquely expressed in one or the other categories (Figure 9). 

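An AP2 domain factor fell under drought in both accessions. It fell by 2.98 on the log2 scale in Vagad (standard error 0.43, limma's adjusted p = 0.00708) and fell by 2.66 in RAHS-14 (standard error 0.43). Its drought signal was 4.67 ± 0.97 in Vagad and 4.31 ± 0.36 in RAHS-14 (SD, n = 3), with 2 arrays of each group at the floor, and the accessions differed by 0.36 under drought (standard error 0.43). RRTF1 changed in RAHS-14 by -2.975 or more in size (standard error 0.51), with all 3 drought arrays at the floor. The AP2 domain factor was not called in Vagad without irrigated Vagad plant 1 (-2.946), nor in RAHS-14 without irrigated Vagad plants 1 or 2 or any RAHS-14 plant (-2.86 to -2.55). RRTF1 was not called without any 1 of the irrigated Vagad or drought RAHS-14 plants (-2.971 to -2.965). In RAHS-14, drought raised 0 and lowered 2 of 13 AP2/EREBP probe sets (0 and 2 when adjusted over the list alone). In Vagad it raised 0 and lowered 4 (0 and 5 when adjusted over the list alone). In the 10-array fit 4 and 5 fell. Over both accessions together the family was lower under drought by limma's camera (limma's adjusted p = 0.0229 among 23 lists), which was not kept with an estimated correlation (limma's adjusted p = 0.182 with an estimated correlation). Of 14 WRKY probe sets, 0 were called in RAHS-14, with 3 lower at an unadjusted p under 0.05 and 3 when adjusted over the list alone, and 5 fell over the 10 arrays.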

Close inspection of the data reveals that AP2/EREBP and WRKY were found to be dominantly expressed in RAHS-14, especially in response to drought. Out of the 9 TFs of the AP2/EREBP family expressed in RAHS-14 in response to drought, 5 belong to the ethylene responsive factors (ERFs) (Additional file 8). In contrast, Vagad showed the expression of only two AP2/EREBP TFs in the irrigated condition belonging to the CRF2 and RAP2.4 class; however, in neither the irrigated nor the drought condition, Vagad showed expression of ERFs. 

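CYTOKININ RESPONSE FACTOR 2, of the cytokinin pathway, had a log2 signal of 7.25 ± 0.15 in irrigated Vagad and 7.16 ± 0.05 in irrigated RAHS-14 (SD, n = 3). The difference was 0.10 (standard error 0.83, limma's adjusted p = 1). Under drought it was -2.27 (standard error 0.83) and, over the 10 arrays, 0.39, not called in either. RAP2.2, a factor of the low-oxygen response, differed between the irrigated accessions by 0.17 (standard error 0.95), and RAP2.12, of the same response, by 0.34 (standard error 0.23). ERF DOMAIN PROTEIN 9, a repressor, differed by -0.10 when irrigated (standard error 0.24) and by 0.25 under drought (standard error 0.24). An ethylene responsive element binding factor differed by -0.27 when irrigated (standard error 0.76) and by -2.83 under drought (standard error 0.76, limma's adjusted p = 0.0654). Across the 10 arrays this last value was -0.68.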

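WRKY70, a regulator of salicylic acid defence, had a log2 signal of 7.02 ± 0.26 in irrigated Vagad and 7.94 ± 0.15 in irrigated RAHS-14 (SD, n = 3), a difference of -0.92 (standard error 0.72) that limma did not call. WRKY48 differed by -0.78 (standard error 0.29). Over the 10 arrays both were called lower in irrigated Vagad, at -1.24 and -1.04, and WRKY51 was called higher, at 1.17. Under drought the differences between the accessions were -0.59 for WRKY70 (standard error 0.72), 0.85 for a WRKY40 probe set (standard error 0.34) and -0.72 for WRKY33 (standard error 0.67), none called over 12 or 10 arrays. In Vagad, another WRKY40 probe set fell by 2.86 under drought (standard error 0.49, limma's adjusted p = 0.0159) and WRKY51 fell by 2.04 (standard error 0.32). Neither was called without any 1 of the irrigated Vagad plants, at -2.90 to -2.77 and -2.02 to -1.99. The members come from the study's own tables for these arrays, which makes their direction no independent evidence.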

The other most contrasting TFs family found to be dominantly expressing RAHS-14 in the irrigated (4) and drought (7) conditions was WRKY. In Vagad, bHLH and MYB were the two major TFs families found to be dominantly expressing in the irrigated condition. Thus, differences in the expression of the unique TFs families in Vagad and RAHS-14 may reflect the manner in which these two accessions differ in their response to drought.

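In irrigated plants, a bHLH member had a log2 signal of 10.28 ± 0.07 in Vagad and 9.67 ± 0.09 in RAHS-14 (SD, n = 3), a difference of 0.61 (standard error 1.06) that limma did not call. That standard error draws on the spread of all groups, the Vagad drought arrays included, and not on these SDs alone. Another bHLH member had -0.96 (standard error 0.76) and was called lower in Vagad over the 10 arrays, at -1.22. A pair of MYB members had 0.36 (standard error 0.25) and 0.29 (standard error 0.34). MYB4, a repressor of phenylpropanoid genes, had -0.14 (standard error 0.86). Limma called 0 of 7 bHLH and 0 of 12 MYB probe sets in irrigated plants, both with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. With the 10 arrays, 2 bHLH members were lower in Vagad and 0 MYB members were called. Both lists were picked by the study on these arrays and are not independent evidence.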

**Figure 9:**
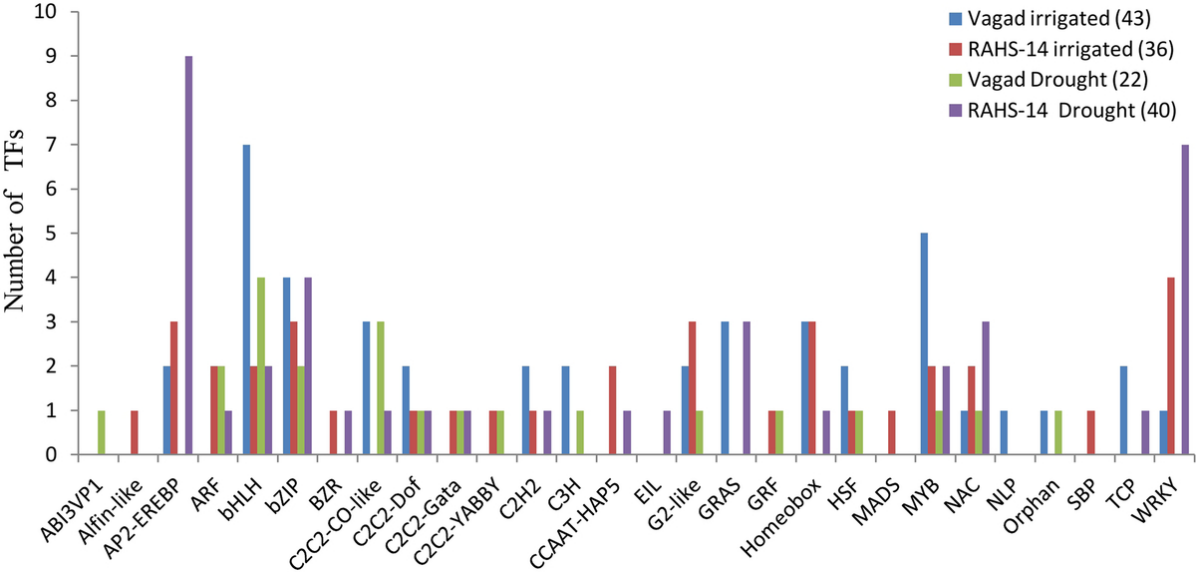
**Differentially expressed TFs under irrigated and drought condition in Vagad and RAHS-14**.

### Validation of identified significant genes by quantitative gene expression (QGE)

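Sucrose synthase, which splits sucrose for use in metabolism, had a log2 signal of 9.76 ± 0.07 in irrigated Vagad and 6.47 ± 2.66 under drought (SD, n = 3), with 1 drought array at the floor. In RAHS-14 it was 9.40 ± 0.45 when irrigated and 9.82 ± 0.16 under drought. Limma called neither drought change, of -3.29 in Vagad and 0.41 in RAHS-14, and when adjusted over the list alone, a list with this 1 tested member, the value for Vagad passed. On the 10 arrays the changes were -0.45 and 0.46, neither called. Under drought the accessions differed by -3.35 (standard error 1.00, limma's adjusted p = 0.0709) and by -0.51 over the 10 arrays.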

The six genes identified by microarray analysis as being commonly up-regulated during the drought condition are omega-6-desaturase, sucrose synthase, cystathionin, wos2 motif containing protein, putative TAF-like protein, and a WRKY transcription factor, and they were validated using Quantitative Gene Expression (QGE) assay using SEQUENOM (see M&M). The QGE was performed with three biological replicates for Vagad and RAHS-14 on drought and irrigated samples. The expressions of all the six genes were significantly higher in Vagad during drought as compared with the irrigated samples (Figure 10a-f). Similarly, in RAHS-14, the expression of omega-6-desaturase, cystathionin, [20] wos2 motif containing protein, and putative TAF-like protein was higher during drought as compared with the irrigated condition. However, contrary to the microarray data, the expression of sucrose synthase and WRKY was found to be down-regulated in RAHS-14 in response to the drought condition.

**Figure 10:**
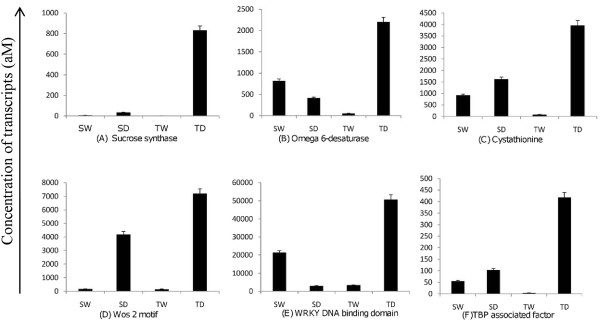
**Gene expression profiling of up-regulated genes in microarray analysis, validated by quantitative gene expression (QGE) during irrigated and drought condition in both the accessions**. (A) Omeg-6-desaturase; (B)Sucrose synthase; (C) Cystathionine; (D) Wos 2 motif; (E) TBP-associated factor; and (F) WRKY DNA binding domains. SD represents RAHS-14 in drought, and SW represents the irrigated condition. TD represents Vagad under drought, and TW represents the irrigated condition.

### The transcriptome assembly and annotation

Vagad and RAHS-14 were taken for further analyses by transcriptome sequencing under drought stress by Roche's GS-FLX pyrosequencer. The total numbers of quality-filtered reads obtained were 85638 and 56354 from the leaves of Vagad and RAHS-14, respectively. The reads from both the transcriptome sequences were assembled into contigs and singletons (Table 2) using the CAP3 assembly program (overlap size of 100 bp and 96% identity). Under this stringent criterion, on an average, 65% of the reads were assembled into the contigs. The average lengths of the assembled contigs and singletons were nearly 350 bp and 180 bp, respectively. The number of contigs greater than 500 bp in length was 946 in Vagad and 705 in RAHS-14. The average length of the large contigs was 740 bp. The distribution of reads per contig is presented in Additional file 9. The average depth of the contigs in both the libraries was about five reads per contig. The assembled contigs and singletons were pooled and queried against the NCBI NR database using the blastN program at a stringency of evalue of 10^-10 ^and a greater than 50% overlap of both the query and the subject. At these criteria, 21,179 genes were annotated (Additional file 10). To find the common sequences between already reported cotton ESTs and our unigenes, we queried the dataset against all publicly available cotton ESTs, at criteria of evalue of 10^-10^, and at least 50% alignment of either the query or the subject. This leads to identification of 30,133 sequences matching to the cotton ESTs (Additional file 11); 4946 sequences did not have any match to the cotton ESTs and could be novel sequences specific to *G. herbaceum*. For assessing the full-length transcripts, the pooled contigs and singlets that comprised the unigene dataset were screened using the ESTScan program. Both *Oryza *and *Arabidopsis *gene models were used to train the program (Additional file 12). Out of the total unigene datasets, the numbers of the gene models obtained were 16,283 in Vagad and 14,885 in RAHS-14. Both the libraries were annotated by the blastX program against the Uniprot database, at criteria of 50% alignment length, and evalue of 1 × 10^-10 ^(Additional file 13; worksheet 1 and 2). The ESTScan passed 32.9% genes and was annotated using a Uniprot database. Approximately 20% of the large contigs from both the libraries were unannotated when compared against the Uniprot and NCBI NR database.

**Table 2:** Summary of 454 transcriptome sequencing data generated for Vagad and RAHS-14 of *G. herbaceum *leaves transcriptome and assembly

Parameters	Vagad	RAHS-14
Total reads (overlap size of 100 bp and 96% identity)^a^	85368	56354
Total contigs (100 bp or greater)^b^	11439	6313
Singleton	24087	20780
Exemplar	31244	23155
Average length of contigs	350 bp	180 bp
Number of contigs with greater than 500 bp	946	705
^c^Number of genes with significant hits in NCBI NR database	10772	10408
^d^Number of genes with significant hits in cotton EST database	16301	13822

^a^Total number of reads separated for both transcriptome libraries. ^b^Contigs generated by CAP3 assembly. ^c^Contigs showing significant hits (evalue 10^-10 ^and ≥ 50% overlap) in the NCBI database. ^d^Contigs showing significant hits (e value 10^-10^, and ≥ 50% alignment of either the query or the subject) in the cotton EST database

### GO annotation of transcriptome

The GO annotation was obtained from the Uniprot accession numbers, and GO classification for five levels was obtained. The GO annotation was plotted for level three from both the libraries (Figure 11). For most of the categories, the gene counts were similar in both the libraries. However, genes related to catalytic activity, binding, cellular and metabolic processes were significantly higher in Vagad, whereas GO categories, such as response to stimulus, reproductive processes, reproduction, multi-organism processes, multi-cellular organism processes, developmental processes, and organelle parts, were significantly higher in RAHS-14.

**Figure 11:**
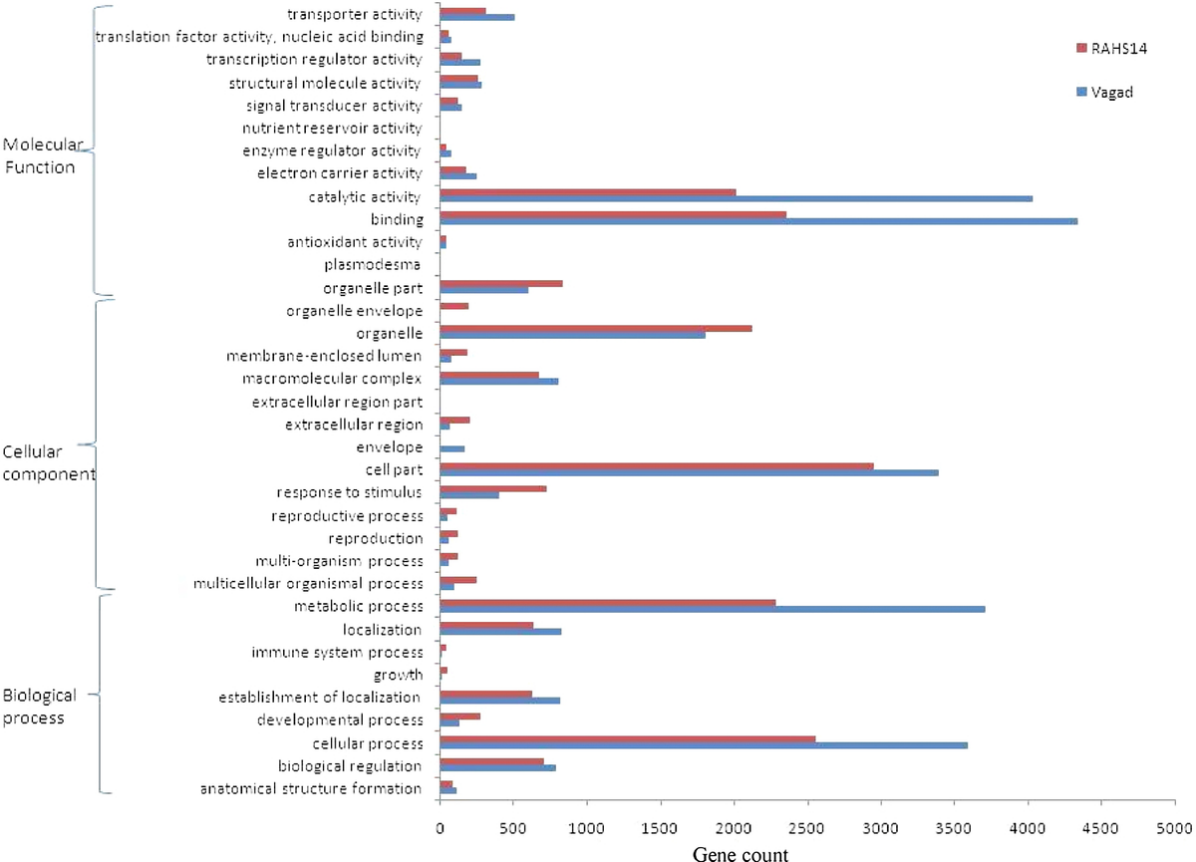
**GO-based annotation of the transcriptome analysis of Vagad and RAHS-14 under drought stress**.

### Differential gene expression analyses of transcriptomes

For differential expression analysis of the genes in both the transcriptome libraries, the reads from both the libraries were tagged and pooled to form one large dataset that was assembled into contigs using the CAP3 program (overlap length ≥ 100 bp and 80% identity). The 1,41,722 reads clustered into 17,752 contigs and resulted in 13,586 genes for the expression analysis. Significant changes in gene expression were calculated using R statistics (R value ≥ 9) (Additional file 14) and resulted in 2,026 genes, which seemed to be differentially regulated, and their differential expression was analyzed using Pearson uncentered correlation [18]. Differentially expressed genes were annotated using the NCBI NR database (50% alignment length, evalue of 1 × 10^-10^). For each contig, the counts were converted to transcripts per million, which was transformed [log_2 _(fold change values)], and their ratio was calculated for fold changes between drought-tolerant and drought-sensitive tissues. A total of 275 contigs showed a very high expression in Vagad with nearly 49% (137) showing no hits to any proteins in the database (NR, NT, and Uniprot), and 10% genes were either hypothetical or putative expressed proteins, as they showed significant changes in expression. The remaining genes such as ascorbate peroxidase, cysteine protease, delta tonoplastic intrinsic proteins, LEA proteins, and so on that were related to drought stress were up-regulated (Additional file 15 worksheet 1). In RAHS-14, out of 484 genes, only 80 (15%) showed no hits to any protein or nucleotide in the database (NR and NT), and 18% were hypothetical proteins. The remaining 36% annotated genes were from the photosynthesis pathway, with a high expression of Rubisco activase, photosystem II D, and chlorophyll a\b binding proteins. The senescence-associated proteins constituted about 4% of the differentially expressed genes. Other up-regulated genes were cytochrome p450, heat shock protein 90, methionine synthase, and so on (Additional file 15 worksheet 2).

## Discussion

To analyze the differences in the drought tolerance of the *G. herbaceum *accessions at physiological and molecular levels, the plants were exposed to moderate and severe drought stress. It was observed that Vagad and RAHS-14 showed substantial differences in several physiological parameters and relative gene expression in response to drought. Vagad responded to moderate and severe drought by a gradual decline in A, g_s_, and E and, thus, has better WUE (Figure 2). In contrast, RAHS-14 had higher A and g_s _and, thus, lower WUE, which continued under moderate drought and then declined under severe stress (Figure 2a-d). In Vagad, earlier stomatal closure (Figure 2b) provides a large safety margin against embolism formation as observed in several species [20-22]; rather, plants are capable of pre-empting the water stress-induced xylem cavitation by closing their stomata [23-25]. Further, a reduction in A and a higher NPQ in Vagad accession under drought stress suggested that stress had been imposed and hypothesized that antioxidant defense systems and secondary metabolic pathways would have been enhanced in response. Indeed, our microarray expression analysis results showed that in Vagad, various primary and secondary metabolic pathways were enhanced (Figure 5). Flavonoid biosynthesis pathways especially lead to the formation of xanthophyll and finally convert it into anthocyanin, antheraxanthin, and zeaxanthin, which allows the quenching of excess energy from chlorophyll before it reaches reaction centers [26]; the transcript representing flavonoid biosynthesis pathways was found to be enriched in Vagad (Figure 5). In contrast, the xanthophyll-cycle conversion state was lower in RAHS-14 (Figure 2e and Additional file 7). Concurrent to physiological data, transcriptome analysis showed a higher expression of the vitamins metabolic process, such as α-tocopherol in Vagad (Additional file 13; worksheet 1). The α-tocopherol is a powerful antioxidant that scavenges and prevents the formation of free radicals and prevents lipid peroxidation, thereby resulting in damage to thylakoid and chloroplast membranes [27]. Besides flavonoid pathways in Vagad, various other metabolic pathways, including polyketide biosynthesis, phenyl propanoid biosynthesis, and shikimate pathways, synthesize protective molecules such as stilbene, coumarins, and ligninis and are enriched in Vagad, which might help in the detoxification of free radicals and give an advantage to Vagad for surviving in drought stress (Figure 4). These secondary metabolites, particularly phenylpropanoid, were widely reported for their multiple function in response to various forms of environmental stress [28]. The genes related to the shikimate and phenylpropanoid pathways have been reported to express a higher level in drought-tolerant tomato cultivars (*Solanum lycopersicum L*.) as compared with drought-sensitive tomato cultivars [29]. In RAHS-14, the lipid metabolism processes were significantly higher (Figure 5). In water-deficit conditions, the membranes are the main targets of the degradative process, resulting in the formation of polar and non-polar lipid molecules [27]. Thus, the higher lipid metabolic processes in RAHS-14 probably reflect higher membrane degeneration and, hence, the necessity of higher lipid metabolism for membrane homeostasis correlated with their susceptibility of drought stress. Vagad, in contrast to RAHS-14, maintained lipid metabolism and membrane integrity to resist the drought stress. RAHS-14 showed a higher expression of genes related to nucleic acid (DNA/RNA) metabolism, whereas the expression of these genes remains unchanged in Vagad (Additional file 5 and Figure 6). Higher nucleic acid metabolism in RAHS-14 might show an interesting mechanism related to the energy state of the cell that is represented by the salvage pathways [30]. Phosphoribosyl-1-pyrophosphate, a key intermediate component for the synthesis of ribose-5-phosphate in nucleic acid metabolism, showed higher expression in RAHS-14 as representing the operation mechanism of salvage pathways and helps RAHS-14 keep the energy pools from being used up too quickly (Additional file 13; worksheet 2). It indicated that RAHS-14 responds to drought by inducing energy-consuming processes, whereas Vagad has various inherent primary and secondary metabolic processes that maintain growth, albeit slow even under drought. This is further evident from dark respiration (R) data which show that R declined in Vagad and increased in RAHS-14 during drought (Figure 2h). Many genes that were up-regulated in response to drought stress in Vagad are reported to be involved in multiple mechanisms that may contribute to drought tolerance (Additional files 4 and 15, worksheet 1). For example, Aquaporins (AQP), a water-selective channel protein, known to mediate and regulate rapid transmembrane water flow during a wide range of stress response, stomatal movement, and water channel movements, was expressed at a higher level in Vagad (Additional file 4) [31]. Similarly, many tonoplastic intrinsic proteins (TIPs) from maize, *Arabidopsis*, and radish are known to control water exchange between cytosol and vacuole in salt stress and drought stress [32] and these genes were expressed at a higher level in Vagad (Additional file 4). 

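Plasma membrane intrinsic proteins, the aquaporins of the outer cell membrane, showed no called difference between the accessions under drought. One PIP had a log2 signal of 6.67 ± 1.79 in Vagad and 8.53 ± 0.17 in RAHS-14 (SD, n = 3), a difference of -1.86 (standard error 0.70, limma's adjusted p = 0.0902). It was called lower in Vagad over the 10 arrays, at -1.45. A PIP1;4 probe set differed by 1.01 (standard error 0.34) and by 0.11 over the 10 arrays, and PIP2;4 by -0.83 (standard error 0.44) and by -0.30 over the 10 arrays. Of 17 tested aquaporins of all kinds, limma called 0 under drought, with 5 higher and 1 lower in Vagad at an unadjusted p under 0.05 and 5 higher when adjusted over the list alone. In the 10-array fit, 3 were higher and 1 lower. The median difference of the family was 0.10 over 12 arrays and 0.11 over the 10. With the arrays aligned at their medians it was -1.52, where the median of all probe sets lay at -1.67, so that sign comes from the shift of whole arrays and is no fall relative to it. The study chose these probe sets on the same arrays, so the counts are no independent evidence.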

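Tonoplast intrinsic proteins had higher mean signals in Vagad than in RAHS-14 under drought at several probe sets. TIP2;2 fell by 3.52 on the log2 scale under drought in RAHS-14 (standard error 0.57, limma's adjusted p = 0.0197). Its log2 signal went from 9.73 ± 0.07 to 6.21 ± 0.22 there, and from 9.21 ± 0.15 to 7.92 ± 1.46 in Vagad (SD, n = 3). The fall in RAHS-14 was not called without irrigated Vagad plants 1 or 2 or any 1 of the 6 RAHS-14 plants (-3.57 to -3.35). Under drought the accessions differed by 1.70 (standard error 0.57, limma's adjusted p = 0.078), and over the 10 arrays TIP2;2 was called higher in Vagad, at 2.64. Another TIP differed by 1.71 (standard error 0.46, limma's adjusted p = 0.0654) and was called over the 10 arrays, at 1.55. Gamma-TIP differed at 3 probe sets by -0.38 (standard error 0.60), by 1.43 (standard error 0.34) and by 0.10 (standard error 0.24), which were 1.12, 0.68 and -0.30 over the 10 arrays. The drought response of TIP2;2 differed between the accessions by 2.23 (standard error 0.81, limma's adjusted p = 0.345) and by 3.22 over the 10 arrays, where it was called.

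**Figure D3:**
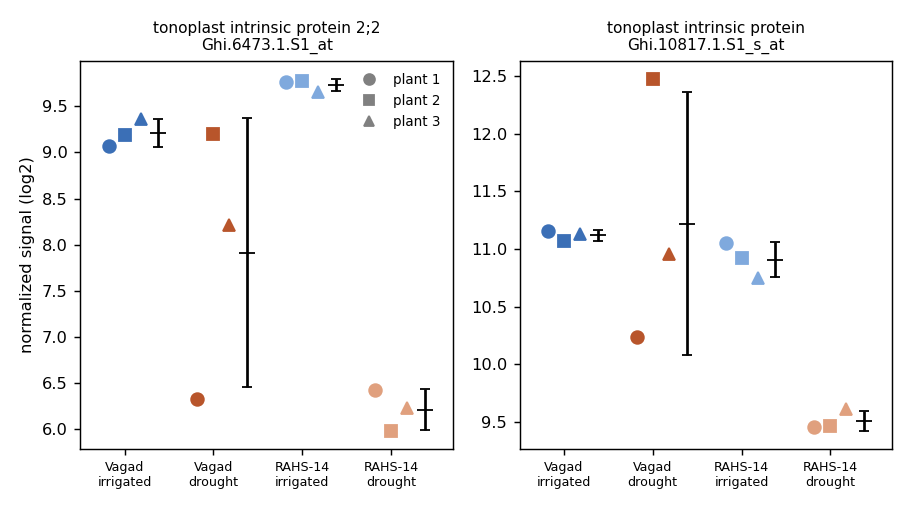
Normalized log2 signal of tonoplast intrinsic protein probe sets on each array, by accession and watering (points, 3 plants a group; black dash and bar, mean ± SD). TIP2;2 lies at 6.21 ± 0.22 in RAHS-14 under drought and, with a wider spread, at 7.92 ± 1.46 in Vagad.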

DnaJ heat shock protein/chaperone and Delta 1-pyrroline-5-carboxylate synthase 2 (P5CS2), which enhance root biomass, flowering, and seed setting during abiotic stress [33], were expressed at a higher level in Vagad (Additional files 2 and 3). Yet another significantly induced gene in Vagad was the ERF/AP2-type transcription factor (RAP2.1), which was reported to be induced in drought and cold via an ABA-independent pathway [34]. 

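P5CS2, the enzyme that sets the rate of proline synthesis, rose under drought in both accessions, by 1.83 on the log2 scale in Vagad (standard error 0.21, limma's adjusted p = 0.00244) and by 2.46 in RAHS-14 (standard error 0.21, limma's adjusted p = 0.000665). In Vagad this turned to -0.21 with the arrays aligned at their medians, which is above the median of all probe sets there, and it was 2.04 over the 10 arrays. Both rises were called with any 1 array left out. Between the accessions P5CS2 differed by 0.08 when irrigated (standard error 0.21) and by -0.55 under drought (standard error 0.21), neither called. A DnaJ protein, a co-chaperone, fell by 1.82 in Vagad and fell by 2.23 in RAHS-14 under drought (standard error 0.24 for each). Vagad exceeded RAHS-14 by 0.46 when irrigated (standard error 0.24, limma's adjusted p = 1) and by 0.87 under drought (standard error 0.24, limma's adjusted p = 0.0679). Across the 10 arrays these differences were 0.44 and 0.81, under the fold threshold. The paper's table for irrigated plants has this DnaJ probe set the other way, 98.67 times higher in RAHS-14. Another DnaJ probe set differed by 0.43 when irrigated (standard error 0.74) and by 0.19 under drought (standard error 0.74).

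**Figure D4:**
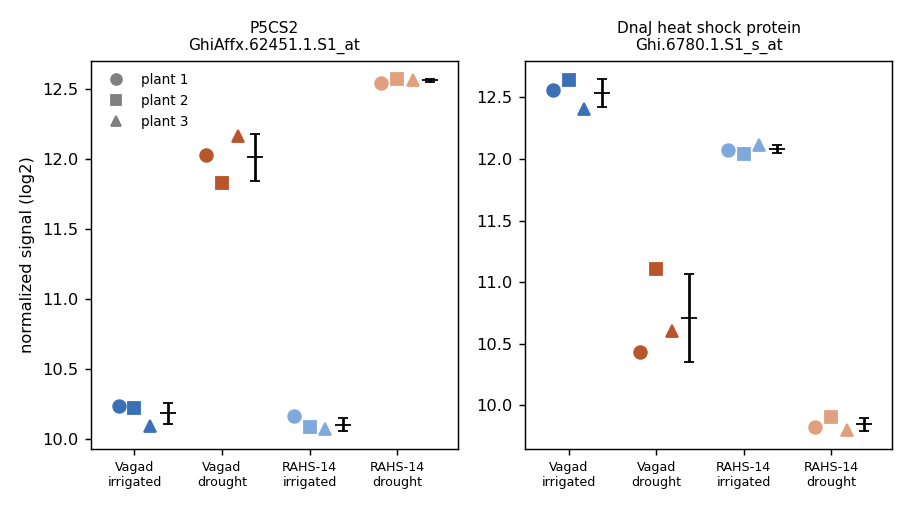
Normalized log2 signal of P5CS2 and DnaJ on each array, by accession and watering (points, 3 plants a group; black dash and bar, mean ± SD). P5CS2 lies at 10.18 ± 0.08 and 12.01 ± 0.17 in irrigated and drought Vagad and at 10.10 ± 0.05 and 12.56 ± 0.01 in RAHS-14.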

RAHS-14 expressed more senescence-related genes, whereas we found that in Vagad, genes related to alcohol dehydrogenase and late embryogenesis protein 5 was expressed at a higher level (Additional files 5 and 15). 

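A senescence-associated protein was lower in Vagad than in RAHS-14 in both water conditions, with log2 differences of -4.99 under drought (standard error 0.72, limma's adjusted p = 0.0146) and -4.84 when irrigated (standard error 0.72, limma's adjusted p = 0.0311). Over the 10 arrays these were -6.77 and -5.73. The drought difference was not called without any 1 of the RAHS-14 drought plants (-4.98 to -4.91), nor the irrigated one without any 1 of the 9 plants outside the Vagad drought group (-5.13 to -4.39). Another senescence-associated protein rose under drought in RAHS-14 by 4.66 (standard error 0.85, limma's adjusted p = 0.0352), with 2 irrigated arrays at the floor, and was not called without any 1 of the 9 plants outside the Vagad drought group (4.51 to 4.80). Between the accessions under drought it differed by -0.63 (standard error 0.85), and it was called lower in Vagad over the 10 arrays, at -3.97. SAG101, a lipase-like protein of leaf senescence, differed by -1.36 (standard error 0.90), with 2 Vagad arrays at the floor, and by -2.79 over the 10 arrays. Of 6 senescence-associated probe sets, 1 was lower and 0 higher in Vagad under drought, with 1 and 0 when adjusted over the list alone, and over the 10 arrays 4 were lower. They were picked by the study on these arrays and are not independent evidence. Alcohol dehydrogenase, of fermentation, had 8.37 ± 2.36 in Vagad and 7.16 ± 0.10 in RAHS-14 under drought (SD, n = 3). The difference was 1.22 (standard error 0.88, limma's adjusted p = 0.316), and it was called over the 10 arrays, at 1.25. Late embryogenesis abundant protein, which protects drying cells, rose in Vagad under drought by 2.15 (standard error 0.44, limma's adjusted p = 0.0321), with 1 irrigated array at the floor, and was not called without any 1 of the plants outside the Vagad drought group other than RAHS-14 drought plant 3 (1.71 to 2.54). Under drought the accessions differed by 0.40 (standard error 0.44, limma's adjusted p = 0.512).

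**Figure D5:**
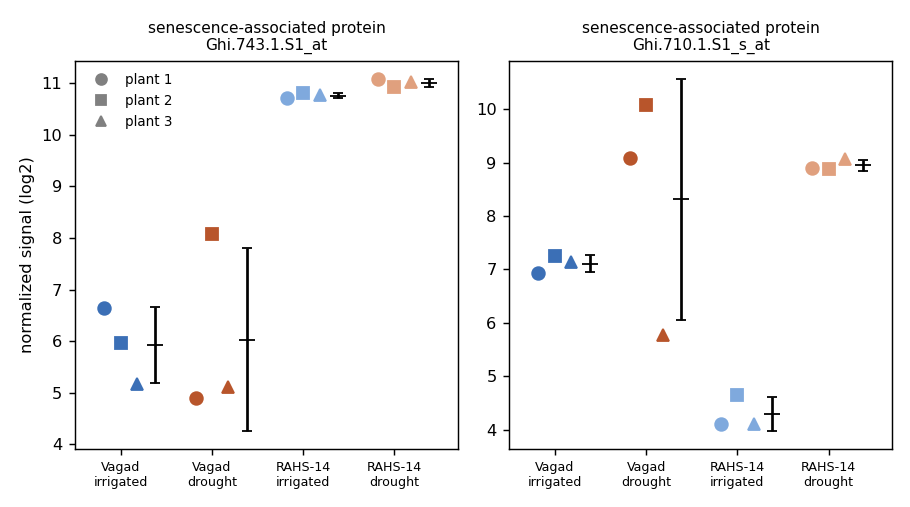
Normalized log2 signal of a pair of senescence-associated probe sets on each array, by accession and watering (points, 3 plants a group, black dash and bar, mean ± SD). The senescence-associated protein lower in Vagad in both conditions lies at 6.03 ± 1.77 in Vagad and 11.01 ± 0.08 in RAHS-14 under drought.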

Previous studies indicate that the accumulation of late embryogenesis abundant proteins and alcohol dehydrogenase (Adh) gene are correlated with stress tolerance [35,36]. The significant up-regulation of LEA and Adh genes in Vagad in drought stress suggests that these genes play an important role in conferring drought tolerance, whereas RAHS-14 tends toward the senescence during drought stress. Several transcription families were significantly and differentially expressed in both the accessions. Ethylene-responsive element binding factors (ERFs) are members of a novel family of transcription factors that are specific to plants and which regulate nuclear gene expression under various stress conditions. Six different members homologous to the *Arabidopsis *ERF family (At1g19210; At1g28360; At4g34410; At5g44210; At5g47220; At5g47230) were expressed exclusively in RAHS-14 under drought stress. The expression of ERF in RAHS-14 in the drought condition indicates that RAHS-14 responds to drought mainly by the ethylene pathway, thereby leading to senescence. This relates well with transcriptome data showing a higher level of senescence-related transcripts in RAHS-14. In Vagad, these AP2/EREBP TFs belong to the Cytokinin Response Factors (CRF2) class (At1g78080; At4g23750). CRFs function redundantly to regulate the various metabolic functions, including transpiration, stomatal conductance, and respiration [37,38]. Further, in RAHS-14, seven (At1g29860; At1g80840; At2g23320; At2g24570; At2g38470; At3g56400; At4g24240) and four (At1g80840; At2g47260; At4g24240; At5g49520) WRKY transcription factors were found to be uniquely expressed in drought and irrigated conditions, respectively. Previous reports showed that abscisic acid and salicylic acid have been involved in the WRKY-mediated hormone signal pathway during abiotic and biotic stress [39]. Their precise role in the abiotic stress response regulatory network is not fully understood [40]. In contrast, the MYC-type bHLH transcription factor, which regulates the expression of CBF3/DREB1A in abiotic stress, was enriched in Vagad, which suggests the involvement of the MYC-type bHLH transcription factors in the expression of CBF/DREB1 genes in Vagad but less involvement in RAHS-14 [41]. Interactions between CBF/DREB1 genes and bHLH TFs and their involvement in various oxidative-mediated processes justify their presumed roles as regulators of drought response in Vagad. 

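SCARECROW-LIKE 14, a GRAS factor of detoxification genes, fell by 2.755 on the log2 scale under drought in RAHS-14 (standard error 0.32, limma's adjusted p = 0.00351). Its drought signal was 7.88 ± 0.64 in Vagad and 7.39 ± 0.25 in RAHS-14 (SD, n = 3). Between the accessions it differed by -0.07 when irrigated (standard error 0.32) and by 0.49 under drought (standard error 0.32), and over the 10 arrays it was called higher in Vagad under drought, at 1.505. A scarecrow-like factor differed by -0.21 when irrigated (standard error 0.35) and by 0.91 under drought (standard error 0.35), and a scarecrow family protein by 0.10 (standard error 0.68) and -1.78 (standard error 0.68). Limma called none of these between the accessions over 12 arrays. A bZIP member lay under the brightness limit.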

Other members of TFs, such as bZIP (At2g46270; At4g34590; At5g24800) and GRAS families (At5g48150; At5g52510; At5g66770), were expressed in higher numbers in Vagad; the regulatory roles of these TFS have been reported in stress responses in plants. The GO-based analysis of both the transcriptome libraries revealed many metabolic processes and responses to various forms of abiotic stress that were specific to Vagad and RAHS-14 (Figure 11). The shift in the processes toward reproductive growth and senescence in RAHS-14 clearly showed that they had crossed the threshold of stress and were proceeding toward senescence. The up-regulation of several metallothioneins, lipid transfer proteins, lea proteins, sucrose synthase, and so on in Vagad showed the induction of defense and stress-related genes to combat drought stress. In addition, the down-regulation of many photosynthesis-related genes during drought stress (Additional file 15 worksheet 2) can be attributed to the conservation of energy for the survival in drought stress. The up-regulation of genes such as aquaporins, lea, and metallothioneins may have played a major role in imparting tolerance to Vagad.

We further compared differentially expressed genes obtained by microarray and contigs obtained in transcriptomic data using Pearson uncentered correlation. A total 167 differentially expressed genes obtained in microarray showed very high Pearson correlation coefficient of 0.845 with transcriptomic contigs obtained under drought stress condition (Additional file 16). Out of these 167 differentially expressed genes, 78 and 48 genes were uniquely represented in Vagad and RAHS-14 respectively under drought stressed condition. 

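The 167 pairs of a probe set and a sequenced contig cover 150 probe sets, and 39 of the pairs stand in the file's sections for irrigated plants. Across these pairs, which are not independent replicates, the log2 difference between Vagad and RAHS-14 under drought had a Pearson correlation of -0.10 with the digital fold change of Additional file 17. With the 10 arrays it was -0.04. The uncentered Pearson correlation, which the paper names, was 0.0095 and, over the 10 arrays, -0.0845. For the 128 pairs in the drought sections alone the ordinary correlation was -0.0905, and 0.023 over the 10 arrays. With the irrigated difference used for the irrigated sections, it was -0.0737 across the 167, although the paper sequenced both libraries under drought. The microarray column of the same file, which holds the paper's values, had a correlation of 0.818 with the digital fold change, and of 0.844 uncentered. In that column a single probe set stands at -2.34 with many contigs, at digital values down to -3.11. Several other probe sets have the same value of -2.34. The lowest values of the column are -6.24, at digital values of -5.34 and -6.93. Both probe sets at -6.24 also stand at 0.76, with another contig in the same section. How far the correlation rests on these pairs was not tested. Taken as Vagad over RAHS-14, a base that its signs do not settle, the microarray column had a correlation with the difference computed here of -0.155, and -0.039 over the 10 arrays. With the other accession as the base, the sign of both values would turn.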

Uniquely represented genes under drought stress in Vagad were mainly involved in synthesis of membrane and cytoskeleton associated proteins, oxidoreductases, kinases, heat shock proteins, sugar alcohols and secondary metabolites like, cumurin and stilbene. Similarly in RAHS-14, these genes were mainly associated with transcription factors (viz, WRKY, AP2, WD40, Zinc finger and ERF), senescence associated proteins, ethylene and auxin responsive elements (Additional file 17). The GO based analysis of these 167 genes revealed many processes that were specific to Vagad and RAHS-14. The upregulation of pyrroline-5- carboxylase, ATPase, inositol etc. (Additional file 17) in Vagad may have played a major role in imparting drought tolerance. In RAHS-14 higher numbers of these genes were involved in senescence and ethylene mediated signaling which clearly indicate the RAHS- 14 crossed the threshold of drought stress and are proceeding towards senescence (Additional file 15). Thus both the method in an unbiased way identifies same mechanistic model operating for drought responsiveness in Vagad and RAHS 14.

## Conclusion

We conclude that drought-tolerant accessions such as Vagad must have developed multiple mechanisms as adaptive behavior against drought. These mechanisms are interlinked and probably cannot be seen in isolation; understanding these mechanisms will be helpful for developing our future drought-tolerant varieties.

## Abbreviations

cDNA: Complementary deoxyribonucleic acid; IVT: In vitro-transcription; cRNA: Complementary ribonucleic acid; FC: Fold change; FDR: False detection rate; SEA: Singular enrichment analysis; GO: Gene ontology; EST: Expressed sequence tag; QGE: Quantitative gene expression; CCD: Charge couple device; WUE: Water use efficiency; RD: Dark respiration; NPQ: Nonphotochemical quenching; RWC: Relative water content.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AR carried out stress treatment and sample collection, design and execution of microarray, transcriptome sequencing, QGE analysis, data integration, and drafted the manuscript. DN analyzed microarray data. MAH and SM analyzed transcriptome data. RS and SR performed physiological experiment, UVP designed and monitor physiological and analyzed the data. NP helped in drafting and revising the manuscript. IT, KMR, SNJ and BK assisted in sample collection, screening and other experimental help. SVS was responsible for the overall concept, designing of problem and experiments, coordination among groups, data analysis and drafting and revising the manuscript. RT mentored the entire project, critical discussion and suggestions. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **List of primers for QGE assay**. Excel file containing all primer sequences used for the QGE experiment. Click here for file

Additional file 2 **Annotation and fold change (fold change > = 2) of up-regulated unique genes in Vagad during irrigated condition**. 

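A pair of DC1 domain probe sets, top members of the table for irrigated Vagad, were 5.07 and 4.74 times higher in Vagad than in RAHS-14 in irrigated leaves, where the paper's folds are 44.8 and 35.2. A protein serine/threonine phosphatase was 1.36 times higher, with the paper's fold at 39.2. Of the 656 probe sets in the table, which lists the study's fold for each, 335 (51.1%) had the direction stated and 527 were bright enough to be tested. Limma called 4 in the stated direction and 0 in the opposite one, and over the 10 arrays 29 and 11. Across the list, whose probe sets are not independent replicates, the log2 of the study's fold and the difference here had a correlation of 0.176. The list was chosen by the study on these arrays, so it is no independent evidence.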

Excel file containing the list of unique up-regulated genes of Vagad during irrigated condition. Click here for file

Additional file 3 **Annotation and fold change (fold change > = 2) of up-regulated unique genes in RAHS-14 during irrigated condition**. 

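A DnaJ protein stands first in this table, with the paper's fold of 98.7 for RAHS-14 over Vagad in irrigated leaves, where the fold computed here was 0.727. Asparagine synthase, which stores nitrogen as asparagine, had 0.717 beside the paper's 40.0. A dormancy-associated protein had 0.833 beside the paper's 24.3. Of the 535 probe sets, 228 (42.6%) had the stated direction, 489 were tested, and limma called 2 in the stated direction and 3 in the opposite one. On the 10 arrays these were 14 and 20. Across the list, whose probe sets are not independent replicates, the correlation of the log2 of the study's fold with the difference here was 0.003. As a list picked on these arrays it is not independent evidence.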

Excel file containing the list of unique up-regulated genes of RAHS-14 during irrigated condition. Click here for file

Additional file 4 **Annotation and fold change (fold change > = 2) of up-regulated unique genes in Vagad during drought stress**. 

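A DC1 domain protein also heads the table for Vagad under drought, with the paper's fold at 114 and the fold computed here at 1.82. For a phosphatase the fold here was 0.604 beside the paper's 94.1, and over the 10 arrays 1.47. The table gives a fold for each of 430 probe sets. Of these, 181 (42.1%) had the stated direction and 353 were tested. The median of all probe sets lay lower in Vagad here, which pulls this share down: it was 53.7% over the 10 arrays and 52.3% on the values as deposited. Limma called 9 in the stated direction and 5 in the opposite one, and over the 10 arrays 37 and 16. Across these probe sets, which are not independent replicates, the correlation of the log2 of the study's fold with the difference here was 0.111. Like the others, this list was picked on the same arrays and is no independent evidence.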

Excel file containing the list of unique up-regulated genes of Vagad during drought condition. Click here for file

Additional file 5 **Annotation and fold change (fold change > = 2) of up-regulated unique genes in RAHS-14 during drought stress**. 

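A senescence-associated protein was 31.7 times higher in RAHS-14 than in Vagad under drought, and the paper's fold in this table is 27.6; over the 10 arrays it was 109 times higher. An octicosapeptide protein had a fold of 2.1 beside the paper's 19.2, and 6.08 over the 10 arrays. Of the 411 probe sets listed, 257 (62.5%) had the stated direction and 336 were tested. Limma called 7 in the stated direction and 6 in the opposite one, and over the 10 arrays 32 and 21. The median of all probe sets tested also lay lower in Vagad in this comparison, so a share above 50.0% is not specific to the list; over the 10 arrays, where that median lay near 0, it was 47.0%. Across the list, whose probe sets are not independent replicates, the correlation was 0.13.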

Excel file containing the list of unique up-regulated genes of RAHS-14 during drought condition. Click here for file

Additional file 6 **Phenylpropanoid biosynthesis pathways analysis by KEGG using differentially up-regulated genes in Vagad in drought condition**. JPEG image file containing the pathways mapping of phenylpropanoid biosynthesis from differentially up-regulated genes in Vagad in drought condition. Red color highlighted steps in pathways show involvements of genes in pathways from input gene list. Click here for file

Additional file 7 **Flavonoid biosynthesis pathways analysis by KEGG using differentially up-regulated genes in Vagad in drought condition**. JPEG image file containing the pathway mapping of flavonoid biosynthesis from differentially up-regulated genes in Vagad in drought condition. Red color highlighted steps in pathways show involvements of genes in pathways from input gene list. Click here for file

Additional file 8 **Analysis of differentially expressed TFs**. Excel file containing the summary result of expressed TFs number in both the accessions under drought and irrigated condition. Arabidopsis homolog IDs were mapped from TAIR10. Click here for file

Additional file 9 **Histogram of frequency of the number of reads assembled in contigs**. In JPEG image file, X-axis represents the number of reads, and Y-axis represents the number of genes. The color code indicates the contigs of Vagad and RAHS-14. Click here for file

Additional file 10 **BlastN analysis of both transcriptome contigs and singlets against the NCBI NR database**. Excel file containing summary result of BLAST analysis and short description. Click here for file

Additional file 11 **BlastN analysis of both transcriptome contigs and singlets against publicly available Cotton EST sequences**. Excel file containing summary of BLAST analysis from cotton EST. Click here for file

Additional file 12 **Percentage of contigs passing the ESTScan model in both libraries**. JPEG image showed the total number of EST that has passed through the ESTScan model. Click here for file

Additional file 13 **Uniprot analyses of Vagad and RAHS-14**. Excel file containing uniprot analysis of Vagad in worksheet 1 and RAHS-14 in worksheet 2. Click here for file

Additional file 14 **Differentially expressing contigs that were filtered by an R value of 9**. Excel file containing differentially expressed contigs in Vagad and RAHS-14 and EST counts. Click here for file

Additional file 15 **Fold change gene analysis by digital transcriptome of both the accessions**. Excel file containing short description and fold change of both the accessions. Worksheet 1 showed up-regulated contigs, and worksheet 2 showed down-regulated contigs in Vagad compared with RAHS-14. Click here for file

Additional file 16 **Correlation analysis between differentially expressed genes obtained in microarray and contigs obtained from transcriptome sequencing**. PPT file containing Pearson correlation graph between microarray and contigs of transcriptome sequencing. For each contigs the counts were converted to transcripts per million which was then converted to log2 counts and their ratio was calculated for fold change between Vagad and RAHS-14. Click here for file

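Additional file 17 pairs probe sets of the array with contigs of the transcriptome libraries, and gives for each of the 167 pairs an annotation, a digital fold change and a microarray fold change. The microarray column is signed. It is negative in 37 of 79 pairs of the section for drought Vagad, 3 of 15 for irrigated Vagad, 43 of 49 for drought RAHS-14 and 12 of 24 for irrigated RAHS-14, so its signs do not settle which accession it takes as the base. In 132 of the pairs its size was under 1, that is, under a fold of 2. For 4 probe sets it held more than 1 value. For the 120 pairs whose probe set is in a drought list of the study, the column, taken as Vagad over RAHS-14, had the sign of that list in 83. Across these pairs, which are not independent replicates, its correlation with the list's signed log2 fold was 0.188.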

Additional file 17 **Annotation analysis of 167 gene obtained in correlation analysis of microarray and transcriptomic contigs**. Excel file contacting detail analysis of differentially expressed genes obtained in microarray correlated with transcriptomic contigs. Click here for file

# Supplementary material for: Genome wide expression profiling of two accession of G. herbaceum L. in response to drought
**Source:** BMC Genomics. 2012 Mar 16;13:94. doi: 10.1186/1471-2164-13-94
**Supplement:** Additional file 16 — Correlation analysis between differentially expressed genes obtained in microarray and contigs obtained from transcriptome sequencing. PPT file containing Pearson correlation graph between microarray and contigs of transcriptome sequencing. For each contigs the counts were converted to transcripts per million which was then converted to log2 counts and their ratio was calculated for fold change between Vagad and RAHS-14.

## Slide 1

Additional file 16
Pearson correlation between transcriptome sequencing and microarray differentially expressed genes

How the deposited data were processed for this re-analysis (not part of the article)

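Leaf RNA of 12 potted cotton plants was hybridized to Affymetrix Cotton Genome arrays, 1 plant per array, with 3 plants in each of 4 groups: Vagad and RAHS-14, each under drought and irrigated. The condition of each array was taken from its title, which names the accession, the treatment and the replicate number. The intensity values were made by the authors with MAS5, per the file headers, and are linear signals with every array scaled to a trimmed mean of about 500.1. The file headers give no version of MAS5. The methods name MAS5 in the GCOS software, with its version, for the summary of the image signals, and filtered RMA values, log2 transformed, for the analysis of expression. The values here are of the former kind and hold no detection calls, so the detection filter of the methods was not applied.

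The table holds 24132 probe sets, of which 103 are controls. Array medians spanned 2.50 on the log2 scale, over the limit of 0.3 set for using the values as deposited, so the arrays were quantile normalized. Signals under a floor of 17.2, the median over the arrays of each array's 20th percentile, were raised to it, and log2 was taken. Probe sets above their array's median on at least 3 arrays were tested, 12883 in all. With R 4.3.3 and limma 3.58.1, the 4 group means were fitted together and 6 contrasts were tested with limma's moderated test. Its p-values were adjusted by the method of Benjamini and Hochberg over all probe sets tested, and every adjusted p printed for a gene is limma's. A probe set was called at an adjusted p under 0.05 and a fold of at least 2, and that fold was also required in counts at an unadjusted p or adjusted over a list alone. The fit was tested on simulated data. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15 and show each plant.

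Replicate numbers were not treated as pairs: of 18 pairs of arrays with the same number, 0 had a correlation of residuals over 0.1. The ratio of 3' to 5' signal of control transcripts differed by -0.70 on the log2 scale between drought and irrigated plants (exact permutation p = 0.281, 924 assignments, n = 6 per group) and by -0.66 between the accessions (exact permutation p = 0.316). Vagad drought plants 1 and 2 stood apart in it: the ratio was 0.654 and 0.463 on the log2 scale. It was 2.565 to 2.978 on the 9 arrays outside the Vagad drought group. On Vagad drought plant 3, the only array of its group in the 10-array results, it was 3.538, the highest of all. For arrays there is no sequencing depth to give, and their number limits the precision.

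Gene names are the Arabidopsis top hits in the study's Additional files 2 to 5, which cover 1712 probe sets, 1262 of them named. The platform table gives symbols for 756 probe sets, and as the 710 with a single symbol are all locus numbers it was not used for names, a choice made after the files were seen. Lists were drawn from these names by keyword: aquaporins, phenylpropanoid and lignin, flavonoid and anthocyanin, heat shock, dehydration, osmolytes, asparagine, lipids, beta-galactosidase, cell wall, photosynthesis, starch and sucrose, sulfate, transporters, senescence, ethylene, auxin, abscisic acid, jasmonate, defence, WRKY, AP2/EREBP, bHLH, MYB, the genes measured by quantitative PCR, and markers of other tissues. Each was counted in every contrast and, with 5 or more tested members, tested by limma's camera at a preset correlation of 0.01 on the mean drought contrast, 23 lists in all.

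Genes named in the text are, in each contrast, the 10 most raised and the 10 most lowered among those called, named and without overlap between the groups; the 5 with the largest fold in each of Additional files 2 to 5, whose values had been seen; the genes the paper names for the arrays; and 2 to 4 called members of each list. The same rule applied to the 10 arrays was added after the data were seen. Probe sets are named by their annotation, and where several share it the text says one, another or a pair.

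The tests, the thresholds, the lists, the rule for named genes and the alternatives were chosen before the data were examined, except for the settings with 10 and 9 arrays, which leave out Vagad drought plants 1 and 2, or all 3 Vagad drought plants, the uncentered correlation and the correlations by section of Additional file 17, which were chosen after. Also chosen after were the tests of array scaling, raised background, the drought response of Vagad and groups under another label, and the tally of gene calls over the fits that leave out 1 array. The alternatives were other scalings, no floor or an offset, other filters, a trended and robust spread, array weights, replicate number as a block, other thresholds, the 2 groups alone, the unadjusted test named in the methods, other set tests and each array left out in turn. The transcriptome libraries, the quantitative PCR and the physiology are not analysed here, apart from the digital fold changes in Additional file 17.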

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

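Of the tests in this part, those of array scaling, raised background and the drought response of Vagad were chosen only after the result was seen.

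Osmotin and a chitinase, both of the defence against fungi, responded to drought differently in the accessions, as tested by the difference of the drought changes. For osmotin the difference was -5.046 on the log2 scale (standard error 0.605, limma's adjusted p = 0.0102), with a fall in Vagad and no called change in RAHS-14. For the chitinase it was -4.254 (standard error 0.608, limma's adjusted p = 0.0364). With 10 arrays, a set chosen after seeing the data, these were -6.09 and -3.71. The osmotin difference was no longer called, at limma's threshold, with array weights or without either of 2 irrigated Vagad plants (1 or 2) or any 1 of the 6 RAHS-14 plants, where it lay between -5.072 and -4.901; the chitinase was no longer called with no floor (-4.254), no filter on dim probe sets (-4.254), array weights (-4.408) or replicate number as a block (-4.254), or without any 1 of the 9 plants outside the Vagad drought group, where it lay between -4.271 and -4.15.

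In all, 16 probe sets differed in their drought change between the accessions, 5 higher and 11 lower in Vagad, and 1104 did with 10 arrays. Leaving out 1 array moved the count by more than 1.5 times for each of the 12: it was 99, 213 and 4621 without Vagad drought plants 1, 2 and 3, and 5 to 9 without another plant. Of 100 splits of the arrays within the accessions, 2 gave a count at least as large, the real one included. Apart from the highest, the other splits mixed drought and irrigated arrays, which puts the drought change itself into the spread. They therefore cannot tell whether chance alone explains a difference between the 2 drought responses. The highest of the others, 469, left Vagad as it was and exchanged the RAHS-14 drought and irrigated arrays, so that it adds the drought changes of both accessions. That count, many times the real one, points to a structure of the samples, which is the drought change itself.

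The arrays of Vagad drought plants 1 and 2 lay far from the other 10. A scaling of the arrays, as a monotone change, is argued against by the higher of their median Spearman correlations with the other 10, at 0.596. A drought response of Vagad shared by plant 3 and large enough to set these arrays apart is argued against. Their Spearman correlation with plant 3 less that with the irrigated RAHS-14 arrays was at most 0.0106. Plant 3 itself correlated at 0.940 to 0.950 with the other 9 arrays. A response of ordinary size would not show in this difference, as the 10 arrays correlated at 0.937 to 0.971 whatever their group. A response of plants 1 and 2 alone was not tested. Tag controls read at least 30 times the median of the other arrays, which is consistent with a raised background and little specific signal as a candidate explanation. What raised it was not tested.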

How the results depend on the processing

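All results with 10 or 9 arrays were chosen after seeing the data. Where not stated otherwise the cause was not tested, and numbers are counts of called probe sets. The irrigated accession difference (26) was 66 on the values as deposited, 17 with no floor, 14 with a filter on the mean level, 343 with array weights, 14 with replicate number as a block, 472 with 10 arrays, 472 with 9, 208 at an unadjusted p, 321 with only the groups compared, 324 by the test named in the methods, 261 after adjusting it, and 7 to 139 leaving out 1 array. The drought accession difference (284) was 1226 as deposited, 5391 aligned at medians, 166 with no floor, 0 with weights, 15 with a block, 1074 with 10 arrays, 4020 unadjusted, 0 with only the groups compared, 643 by the test of the methods, 2 after adjusting it, and 10 to 5875 leaving out 1. The mean drought change (371) was 665, 571 aligned at medians, 247 with the mean filter, 87 with weights, 238 with a block, 853 with 10 arrays, 1487 unadjusted, and 171 to 3388 leaving out 1. The Vagad drought change (489) was 1560, 7623 aligned, 310 with no floor, 275 with the mean filter, 0 with weights, 154 with a block, 1292 with 10 arrays, 3961 unadjusted, 0 with only the groups compared, 7 after adjusting the test of the methods, and 50 to 5806 leaving out 1. The RAHS-14 drought change (114) was 249, 57 aligned, 778 with weights, 53 with a block, 1021 with 10 and 1016 with 9 arrays, 463 unadjusted, 759 with only the groups compared, 750 by the test of the methods, 713 after adjusting it, and 27 to 441 leaving out 1. The difference of the drought changes (16) was 50, 8 with no floor, 10 with the mean filter, 33 with a trended and robust spread, 1 with weights, 7 with a block, 1104 with 10 arrays, 1630 unadjusted, and 5 to 4621 leaving out 1. Leaving out a plant also leaves fewer degrees of freedom. Alignment at medians moved the median of all probe sets to -1.67 in the drought accession difference and -1.83 in the Vagad drought change, and it reversed pectate lyase in the former (-0.595) and, in the latter, phenylalanine ammonia-lyase (-0.789), a heat shock protein (-0.590), P5CS2 (-0.207), an asparaginase (-0.887), an ABC transporter (-0.324) and a disease resistance-responsive protein (-0.874), as the construction of that setting shifts whole arrays, and none of these values is a fall relative to that median. Of the 23 lists, 4 were called by camera, 0 with an estimated correlation, 10 by fry, 10 of 25 with no filter and 8 with 10 arrays. The study's probe sets past an unadjusted p and a fold of 2 in the stated direction (160, beside 119 in the opposite one) numbered 60 by the test of the methods, and 88 of the 160 are in the RAHS-14 drought list, the side on which the lower median in Vagad lies. The share in the stated direction (49.26%) was 46.80% as deposited, and that of the irrigated lists in drought plants (50.13%) was 42.91% with 10 arrays. Of 159 results for named genes, 144 kept their direction and side of the threshold with 10 arrays, 9 were no longer called, 6 were newly called and 0 reversed. These come from a set of 166, most of them results already called over 12 arrays. The set leaves out other results for named genes that were called only over the 10, so the tally does not measure stability for all named genes. Of 151 results for named genes called over 12 arrays, 105 were not called in at least 1 of the fits that leave out 1 array, 46 were called in each, and 0 reversed. Background correction from scanner files was not run, and an offset was used in its place. Signal over background limits Vagad drought plants 1 and 2, whose 20th percentile of signal was 47.3 and 56.0 against 9.24 to 11.9 on the other arrays.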

Differences from the paper's values

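The paper counts genes at an unadjusted p of at most 0.05 and a fold of at least 2, while the counts here use limma's adjusted p under 0.05 and the same fold. For irrigated plants the paper gives 656 higher in Vagad and 535 higher in RAHS-14, and 18 and 8 were called here. None of the alternatives chosen before the data were examined came within the range set for either count, and at the paper's thresholds limma gave 118 and 90 and the test named in the methods 170 and 154. For drought plants the paper gives 430 higher in Vagad and 411 higher in RAHS-14, and 121 and 163 were called here. At the paper's thresholds limma gave 944 and 3076 and the test of the methods 275 and 368. Of the alternatives chosen before the data were examined, the values as deposited (586) and the fit without Vagad drought plant 2 (407) came near 430, and the fits without Vagad drought plant 1 (274) or 2 (558) and the test of the methods (368) came near 411; the others did not. With 10 arrays, chosen after seeing the values, 430 were higher in Vagad, the same number as the paper's at other thresholds, and 644 in RAHS-14. Of the paper's own 430, that setting does not call 393 in the stated direction.

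The paper gives an uncentered correlation of 0.845 between the array and sequencing fold changes under drought, and the ordinary Pearson correlation was -0.0995 here across pairs, with every alternative chosen before the data were examined also differing. The uncentered correlation of the values here, added after seeing the values, was 0.0095, and -0.0845 over 10 arrays. All 167 pairs were given the drought difference, although 39 stand in the file's irrigated sections. For the 128 in its drought sections, also chosen after seeing the values, the ordinary correlation was -0.0905 and the uncentered one -0.0282. Between the 2 columns of Additional file 17, which hold the paper's own values, the uncentered correlation was 0.844.

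The folds of the first 5 genes in each of the paper's tables differ as follows. In irrigated Vagad the paper has 64.24 for sphingosine hydroxylase, 44.77 and 35.2 for a pair of DC1 domain probe sets, 39.18 for a serine/threonine phosphatase and 37.16 for an unknown protein, and the folds here were 1.13 (too dim to be tested), 5.07, 4.74, 1.36 and 0.743. In irrigated RAHS-14 the paper has 98.67 for DnaJ, 39.98, 33.67 and 26.61 for 3 asparagine synthase probe sets and 24.28 for a dormancy-associated protein, and the folds here were 0.727, 0.717, 0.963, 0.817 and 0.833. In drought Vagad the paper has 114 and 76.64 for the DC1 pair, 94.06 for a phosphatase, 41.43 for an unnamed gene and 39 for sphingosine hydroxylase, and the folds here were 1.82, 1.5, 0.604, 1.05 and 4.8 (the last too dim to be tested). No alternative chosen before the data were examined closes any of these gaps. In drought RAHS-14 the paper has 35.43 for an unknown protein, 28.92 and 16.76 for a pair of unnamed genes, 19.24 for an octicosapeptide protein and 27.59 for a senescence-associated protein, and the folds here were 7.26, 0.336, 0.715 (the last too dim to be tested), 2.1 and 31.7. The last of these does not differ, but it does without Vagad drought plant 2 (82.1). For the unknown protein the values as deposited (7.5), medians aligned (15.5), no floor (10.7), array weights (12.9) and the fits without Vagad drought plant 2 (31.8) or RAHS-14 drought plant 3 (7.36) do not differ from the paper's value, given the spread of each, and the others do; for the octicosapeptide protein only the fit without Vagad drought plant 1 (5.79) does not. With 10 arrays, chosen after seeing the values, these were 33.3 and 6.08, and the fold of the senescence-associated protein was 109, further from the paper's.

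Several settings call genes of these tables in the paper's direction that limma does not call over 12 arrays. The second DC1 probe set is called in irrigated plants on the values as deposited, with a trended and robust spread, with array weights, without any 1 of the Vagad drought plants, at an unadjusted p, with only the groups compared and by the test of the methods, adjusted or not, and with 10 or 9 arrays. Under drought both DC1 probe sets are called without Vagad drought plant 2 and with 10 arrays, the unknown protein with medians aligned, at an unadjusted p, without Vagad drought plant 2 and with 10 arrays, and the octicosapeptide protein without Vagad drought plant 1 and with 10 arrays.

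On directions, the paper has aquaporins higher in Vagad under drought, where limma called 0 of 17 over 12 arrays. At an unadjusted p under 0.05, 5 were higher and 1 lower, beside 944 higher and 3076 lower of all 12883 probe sets. The family median was 0.10 over 12 arrays, beside -0.65 for all probe sets, and 0.11 over the 10. The study picked these members on the same arrays. It has tonoplast intrinsic proteins higher in Vagad, and TIP2;2 was 1.70 higher here without being called (limma's adjusted p = 0.078). Over the 10 arrays TIP2;2 was 2.64 higher in Vagad. For P5CS2 and DnaJ the paper's Discussion has more expression in Vagad. Its table for irrigated RAHS-14 instead lists a DnaJ probe set as 98.67 times higher in RAHS-14, where the fold here was 0.727. Limma called neither gene between the accessions, with P5CS2 at 0.08 in irrigated and -0.55 in drought plants. The paper has phenylpropanoid and flavonoid terms enriched in Vagad under drought, and the probe sets called here were lower in Vagad, 2 and 1, in a comparison whose median over all probe sets was -0.65. The paper has AP2/EREBP and WRKY factors foremost in RAHS-14 under drought, and between the accessions under drought limma called 0 of 13 AP2/EREBP and 0 of 14 WRKY probe sets, with 3 AP2/EREBP and 0 WRKY probe sets lower in Vagad at an unadjusted p under 0.05, where 3076 of all 12883 probe sets were lower too, and 0 of either family called over 10 arrays. It has senescence genes higher in RAHS-14, and 1 of 6 probe sets was called so here. Its fold was 31.7 over 12 arrays and 109 over the 10.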

Other observations

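Of the tests in this part, that of groups under another label was chosen only after the result was seen, as were the values over 10 arrays.

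Within single accessions, drought changed the signal of genes that stand in the paper's tables but that its text does not name. A glucose-6-phosphate transporter, which moves sugar phosphate into plastids, rose by 4.66 on the log2 scale in RAHS-14 (standard error 0.58, limma's adjusted p = 0.00488), and a nitrate transporter rose by 2.935 in Vagad (standard error 0.39, limma's adjusted p = 0.00507). ACC oxidase, which makes ethylene, fell by 4.00 in Vagad (standard error 0.53, limma's adjusted p = 0.00507). Over 10 arrays these were 5.31, 3.49 and -3.61. All 3 stayed called with any 1 array left out, at 4.46 to 4.94, 2.69 to 3.66 and -4.49 to -3.56. Of 48 transporter probe sets, drought raised 2 and lowered 1 in Vagad (3 and 10 when adjusted over the list alone) and raised 1 and lowered 1 in RAHS-14 (1 and 2 when adjusted over the list alone). Over 10 arrays these were 4 and 5 in Vagad and 3 and 11 in RAHS-14. The list median of -0.606 in Vagad is near that of all probe sets there, -0.63, so it is no fall relative to the array. Of 7 ethylene probe sets, 1 fell in Vagad (4 when adjusted over the list alone), and of 7 of asparagine metabolism 2 rose (2 higher and 1 lower when adjusted over the list alone), lists that the study chose on these arrays.

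By limma's camera on the mean drought change, flavonoid (limma's adjusted p = 7.18e-06, and adjusted p = 0.277 with an estimated correlation), phenylpropanoid (0.00572, and adjusted p = 0.277 with an estimated correlation) and osmolyte lists (0.00572, and adjusted p = 0.172 with an estimated correlation) were higher. Over all arrays, limma called 7 of the 20 flavonoid probe sets higher under drought in RAHS-14 and 0 in Vagad. Their median change was 1.35 in RAHS-14 and -0.396 in Vagad, where that of all probe sets was -0.631. Over 10 arrays these medians were 1.54 and 0.0995, so the rise of this list lay mainly in RAHS-14. The difference of the drought changes was called for 0 of the 20 over all arrays. With 10 arrays the flavonoid list had an adjusted p = 0.03 with an estimated correlation, the phenylpropanoid list an adjusted p = 0.194 with an estimated correlation, and the osmolyte list limma's adjusted p = 0.642 at the preset correlation. Limma called 0 members of the photosynthesis (10 tested), sulfate (6 tested) and other-tissue marker (5 tested) lists in the 6 contrasts. At an unadjusted p under 0.05 between the accessions under drought these lists had 1 higher and 4 lower in Vagad, 0 and 0, and 1 and 1, and when adjusted over the list alone 1 and 1, 0 and 0, and 0 and 1. At that unadjusted p, 944 of all 12883 probe sets were higher and 3076 lower in Vagad.

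The drought changes of the accessions, measured on different plants, had a correlation of 0.46 across probe sets over 10 arrays, which are not independent replicates, and of 0.208 over 12. Of 1021 probe sets called in RAHS-14 over 10 arrays, 851 (83.3%) had the same direction in Vagad. A shared response may explain this. Of 472 called between the irrigated accessions over 10 arrays, 295 (62.5%) had the same direction under drought, between the limits set, which leaves open whether the accession difference is kept as a whole. In both conditions 47 were called higher in Vagad (8.01 by chance) and 87 lower (12.1 by chance), with 42 called in opposite directions and a correlation of 0.296 across probe sets, so part of the differences may be kept.

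An accession difference on an array may come from a sequence variant under the probes or from the expression level. For 65 probe sets called between the irrigated accessions over 10 arrays, with a tested sibling of the same cluster, the median sibling difference was 0.488 (quartiles 0.0344 and 1.11) beside 1.36 for their own, and 0.384 for the 13 whose names mark probes of a single transcript, between the limits set for either, so these cannot be told apart.

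The study's irrigated lists did not keep their stated direction here. Dim probe sets as the cause are argued against by the members in the top 20 percent of levels, where 158 of 385 (41 %) had it; groups under another label by the highest share over the 12 ordered pairs of groups, 61.63%; and a shift of the table's lines against the names by the highest correlation over shifts of 1 to 200 places either way, 0.101. A likely explanation was not found among these. In the study's tables 320 probe sets are in both an irrigated and a drought list, with a correlation of 0.912. In drought plants the irrigated lists had their direction in 50.13%, which pools 35.37% for the Vagad list with 68.22% for the RAHS-14 list. These lie on the sides where the lower median of all probe sets in drought Vagad would place them, so the pooled share says little alone. Over 10 arrays they were 44.05% and 41.5%.

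For each of the 4 comparisons of 3 plants with 3, the 10 splits are too few for a share under 0.05. The real split was the 1 with the highest count, of 26, 284, 489 and 114 probe sets (irrigated and drought accession differences, Vagad and RAHS-14 drought changes), and the highest other was 0. For the mean drought change, 1 of 100 splits, the real one, gave a count as large as 371, and the highest other was 16. That other split exchanged the RAHS-14 drought and irrigated arrays, which sets the drought changes of the accessions against each other. The remaining splits mixed drought and irrigated arrays, which puts the drought change itself into their spread. They therefore cannot tell whether chance alone explains the count of 371.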
